# Exit from Naive Pluripotency Induces a Transient X Chromosome Inactivation-like State in Males

**DOI:** 10.1016/j.stem.2018.05.001

**Published:** 2018-06-01

**Authors:** Elsa J. Sousa, Hannah T. Stuart, Lawrence E. Bates, Mohammadmersad Ghorbani, Jennifer Nichols, Sabine Dietmann, José C.R. Silva

## Abstract

A hallmark of naive pluripotency is the presence of two active X chromosomes in females. It is not clear whether prevention of X chromosome inactivation (XCI) is mediated by gene networks that preserve the naive state. Here, we show that robust naive pluripotent stem cell (nPSC) self-renewal represses expression of *Xist*, the master regulator of XCI. We found that nPSCs accumulate *Xist* on the male X chromosome and on both female X chromosomes as they become NANOG negative at the onset of differentiation. This is accompanied by the appearance of a repressive chromatin signature and partial X-linked gene silencing, suggesting a transient and rapid XCI-like state in male nPSCs. In the embryo, *Xist* is transiently expressed in males and in females from both X chromosomes at the onset of naive epiblast differentiation. In conclusion, we propose that XCI initiation is gender independent and triggered by destabilization of naive identity, suggesting that gender-specific mechanisms follow, rather than precede, XCI initiation.

## Highlights

• A robust naive pluripotent transcription factor network abolishes expression of Xist
• Xist accumulates on the male X and both female Xs at the onset of differentiation
• Males undergo transient and rapid partial XCI
• Male XCI is triggered by downregulation of the naive identity

## Introduction

In order to achieve dosage compensation, female mammals have one inactive X chromosome (Xi). However, in female murine embryos, the Xi is reactivated in the pre-implantation blastocyst (Mak et al., 2004, Okamoto et al., 2004) specifically in the cells of the naive pluripotent epiblast (Silva et al., 2009). Their *in vitro* counterpart, naive pluripotent stem cells (nPSCs), retain this embryonic feature, making them an excellent model system to study X chromosome inactivation (XCI). XCI is initiated upon differentiation of female nPSCs and is characterized by monoallelic upregulation of *Xist*, the non-coding RNA which coats the future Xi in *cis* (Panning et al., 1997, Sheardown et al., 1997). In contrast, *Xist* expression is extinguished during differentiation of male nPSCs.

The link between a naive pluripotent cellular identity and the lack of a Xi in females is still poorly understood. In the pre-implantation blastocyst, reactivation of the Xi occurs in cells expressing the nPSC marker NANOG (Silva et al., 2009). Moreover, NANOG and other members of the naive transcriptional network were found to bind to *Xist* intron 1 (Navarro et al., 2008). Deletion of *Nanog* and *Oct4* was shown to induce a moderate upregulation of *Xist* (Navarro et al., 2008), but deletion of *Xist* intron 1 was shown to be dispensable for XCI and did not affect *Xist* expression (Minkovsky et al., 2013).

X chromosome reactivation (XCR) is also a feature during *in vitro* nuclear reprogramming to naive pluripotent cell identity (Tada et al., 2001). The general consensus is that naive pluripotent gene regulators must play a role both *in vivo* and *in vitro* XCR (Navarro et al., 2008, Navarro et al., 2010, Navarro et al., 2011, Pasque and Plath, 2015, Pasque et al., 2014, Payer et al., 2013, Silva et al., 2009).

Studies investigating the process of XCI have largely been conducted *in vitro* and using nPSCs cultured in serum/LIF (SL) conditions. This is known to be suboptimal, as it induces transcriptional heterogeneity of pluripotency factors (Chambers et al., 2007), promotes an overall weak naive transcription factor (TF) network in which spontaneous differentiation and increased expression of lineage markers are observed (Marks et al., 2012), and exhibits epigenetic constraints (Ficz et al., 2013, Habibi et al., 2013, Leitch et al., 2013, Marks et al., 2012). It is also known to reduce reprogramming efficiency (Silva et al., 2008) and to decrease the ability of nPSCs to enter embryonic development (Alexandrova et al., 2016). Using defined serum-free medium containing LIF and inhibitors of mitogen-activated protein kinase signaling and glycogen synthase kinase-3β (2iL), these limitations have been overcome (Silva et al., 2008, Silva et al., 2009, Ying et al., 2008). 2iL acts on the TF network governing the naive identity by boosting its expression (Martello and Smith, 2014). In addition, nPSCs cultured in 2iL exhibit a transcriptional signature that is similar to the naive pluripotent epiblast (Boroviak et al., 2015). However, it is unknown whether increased transcriptional homogeneity and pluripotent TF robustness have an impact on the process of XCI.

Here, we assessed the relationship between naive pluripotent cell identity and the process of XCI. This uncovered unexpected XCI events during differentiation of both male and female nPSCs. These observations impact our understanding of XCI and its relationship with the naive pluripotent identity.

## Results

### Robust nPSC Self-Renewal Abolishes *Xist* Expression

To evaluate the impact of gene expression homogeneity and increased naive pluripotent gene expression on the levels of *Xist*, we analyzed two male and two female SL-derived embryonic stem cell (ESC) lines before and after passaging in 2iL (Figures 1A, S1A, and S1B). As expected, upregulation of naive pluripotent network components was observed after transferring cells from SL to 2iL (Figures 1B and S1C). Remarkably, 2iL conditions led to repression of *Xist* in both male and female ESCs after only one passage (Figure 1B).

**Figure 1:**
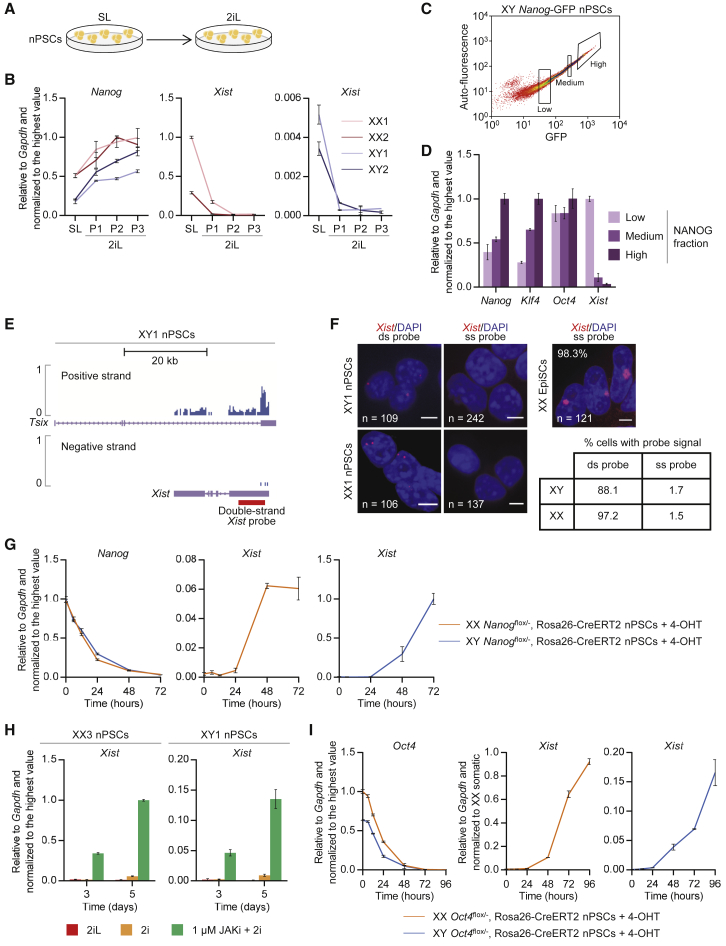
*Xist* Expression Is Abolished by a Robust Naive Pluripotent Network (A) Schematic illustrating the experiment performed to evaluate the impact of the nPSC culture conditions on the expression of *Xist*. (B) qRT-PCR analysis of *Nanog* and *Xist* in XX1, XX2, XY1, and XY2 ESC lines in SL versus 2iL. P indicates number of passages in 2iL. Error bars represent ± SD. (C) Flow cytometry analysis of male SL *Nanog*-GFP ESCs and subsequent sorting into three *Nanog*-GFP populations: low, medium, and high. (D) qRT-PCR analysis of *Nanog*, *Klf4*, *Oct4*, and *Xist* in low, medium, and high *Nanog*-GFP ESCs. Error bars represent ± SD. (E) Strand-specific RNA-seq showing expression of the positive and negative strands at the *Xist* locus in male 2iL ESCs. The double-strand *Xist* probe used in (F) is represented in red. (F) RNA FISH in male and female 2iL ESCs with a double-strand (ds) probe (left) or with a single-strand (ss) probe detecting only *Xist* (right). The percentage of cells with probe signal is indicated. Female EpiSCs were used as a control for the ss probe. The scale bar represents 5 μm. (G) qRT-PCR analysis of *Nanog* and *Xist* in female and male *Nanog*^flox/−^, Rosa26-CreERT2 ESCs in 2iL at indicated time points following treatment with 4-OHT. Error bars represent ± SD. (H) qRT-PCR analysis of *Xist* in XX3 and XY1 ESCs in 2iL, 2i or after 3 and 5 days in 1 μM JAKi + 2i. Error bars represent ± SD. (I) qRT-PCR analysis of *Oct4* and *Xist* in female and male *Oct4*^flox/−^, Rosa26-CreERT2 ESCs in 2iL at indicated time points following treatment with 4-OHT. Female somatic cells were used as control for *Xist* expression. Error bars represent ± SD.

ESCs in SL present heterogeneous levels of naive markers (Chambers et al., 2007), rendering these cells a useful tool to study the relationship between naive network status and *Xist* expression. Male SL ESCs with *Nanog*-GFP reporter were sorted into low, medium, and high GFP populations (Figures 1C and S1D). *Oct4* levels were maintained in all three fractions, whereas the pluripotency factor *Klf4* positively correlated with *Nanog* expression (Figure 1D). Interestingly, *Xist* expression was 28-fold lower in *Nanog*-high than *Nanog*-low cells (Figure 1D).

To validate the qRT-PCR data, we performed strand-specific RNA sequencing (RNA-seq) in 2iL-cultured male nPSCs. This clearly showed that expression at the *Xist* locus was exclusively antisense (Figure 1E). 

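The strand-specific read counts of Xist and of its antisense transcript Tsix were taken from the 3 libraries of undifferentiated male E14tg2a ESCs (the XY1 line) cultured in 2iL, which are also day 0 of the differentiation time courses. On GRCm38, Xist (ENSMUSG00000086503) lies on the negative strand of chromosome X from 103460366 to 103483254, and Tsix (ENSMUSG00000085715) lies on the positive strand from 103431517 to 103484957. All 17946 exon bases of Xist are inside the Tsix gene body, and 1980 exon bases are shared with Tsix exons. The authors deposited the number of reads counted on the exons of each gene and strand, so reads of unspliced Tsix within its introns are not part of these values. Tsix received 176, 97 and 96 reads in the day 0 libraries of the serum, FA and serum-free time courses, which is 369 reads in total. Xist received 10, 1 and 3 reads, which is 14 reads in total. In CPM, which is the count scaled to the total of the library, Xist was at 0.297 in the library of the serum time course (95% Wilson confidence interval 0.162 to 0.547), 0.0665 in that of FA (0.0117 to 0.377) and 0.140 in the serum-free one (0.0476 to 0.412). The smallest share that the depth can show, 3 counts, was 0.0892, 0.200 and 0.140 CPM in these libraries, and these intervals and floors cover counting error only. Xist reads made up 5.38%, 1.02% and 3.03% of the reads on both genes. To measure how many reads are counted on the wrong strand, 13 annotated antisense genes that lie almost entirely within the exons of a gene with at least 2000 reads were used. Their reads were a median of 0.046% of the reads on the opposite strand, which for Tsix corresponds to 0.17 reads on Xist.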

We also analyzed the pattern of *Xist* by RNA fluorescence *in situ* hybridization (FISH) using a single-strand (ss) *Xist*-specific probe and a conventional double-strand (ds) probe detecting *Xist* exon 1 and also any present antisense transcript. When using the ds probe and depending on the gender, one or two pinpoints were detected in 88% or 97% of cells, respectively (Figure 1F). In contrast, with the ss probe, *Xist* was detected in less than 2% of cells (Figure 1F). Together, these data demonstrate that *Xist* is not expressed in robust self-renewing nPSCs.

2iL culture medium allows the removal of otherwise essential components of the naive TF network (Ying et al., 2008). Thus, we assessed the effect of the withdrawal of these on *Xist* expression over 3 days. We performed 4-hydroxytamoxifen (4-OHT)-mediated Cre deletion of *Nanog* from *Nanog*^flox/−^, Rosa26-CreERT2 ESCs (Figures 1G and S1F–S1H). We found an inverse correlation between the expression of *Nanog* and *Xist*, which was highly upregulated in both females and males (Figure 1G). As expected, *Nanog* deletion also had an effect on the expression of its downstream targets such as *Klf4* and *Esrrb*, but not on *Oct4* or other naive pluripotency genes (Figure S1H).

JAK/STAT3 signaling plays an important role in the maintenance of pluripotency (Martello and Smith, 2014). In addition, activated STAT3 (p-STAT3) and its downstream target genes have binding sites within the X-inactivation center (XIC) that harbors *Xist* and other genes involved in its regulation (Sánchez-Castillo et al., 2015). Here, inhibition of JAK/STAT3 signaling was achieved by treatment of ESCs with a JAK inhibitor (JAKi) and confirmed by depletion of p-STAT3 (Figures 1H, S1I, and S1J) and downregulation of its target *Socs3* (Figure S1K). Interestingly, treatment with 1 μM JAKi induced upregulation of *Xist* in both female and male ESC lines (Figure 1H).

Overall, these data show that perturbing the naive pluripotent network leads to a sharp upregulation of *Xist* in both male and female ESCs. However, inhibition of JAK/STAT3 signaling also impacted expression of naive factors, such as *Oct4* (Figure S1K), which are known to be required for the integrity of the pluripotency network. This raised the need to investigate whether the observed sharp upregulation of *Xist* in males is indeed associated with a weaker but nonetheless naive identity or/and a consequence of naive cell differentiation. To investigate this, we analyzed *Xist* expression kinetics upon 4-OHT-mediated Cre deletion of *Oct4* in male and female *Oct4*^flox/−^, Rosa26-CreERT2 ESCs (Figures 1I, S1L, S1M, and S1N). In this context, the naive network collapses and cells lose the naive identity. Importantly, concomitantly with *Oct4* deletion, both female and male cells exhibited a striking increase in the expression of *Xist* (Figure 1I). In males, this reached 16% of *Xist* female somatic cell levels.

Together, these data link the loss of naive gene expression and identity to the upregulation of *Xist*.

### *Xist* Is Highly Expressed in a Transient and Rapid Fashion at the Onset of Male nPSC Differentiation

It is defined in the literature that *Xist* is repressed as male nPSCs undergo differentiation both *in vivo* and *in vitro* (Panning et al., 1997, Sheardown et al., 1997). Intriguingly, our results above showed a surprisingly high upregulation of *Xist* in males with a compromised naive network, leading us to revisit the kinetics of *Xist* expression during male nPSC differentiation. To address this, we induced differentiation of male ESCs that had previously been cultured in either traditional SL or optimal 2iL (Figure 2A). Surprisingly, a striking upregulation of *Xist* was observed in differentiating male 2iL ESCs (Figure 2B). Moreover, this was independent of the differentiation condition applied. *Xist* upregulation was transient and rapid, occurring between 1.5 and 2 days after induction of differentiation (Figure 2B). Although less apparent, this pattern was also observed in differentiating male SL ESCs (Figure 2B). These results were confirmed using independent male ESC and induced pluripotent stem cell (iPSC) lines (Figures S2A and S2B).

**Figure 2:**
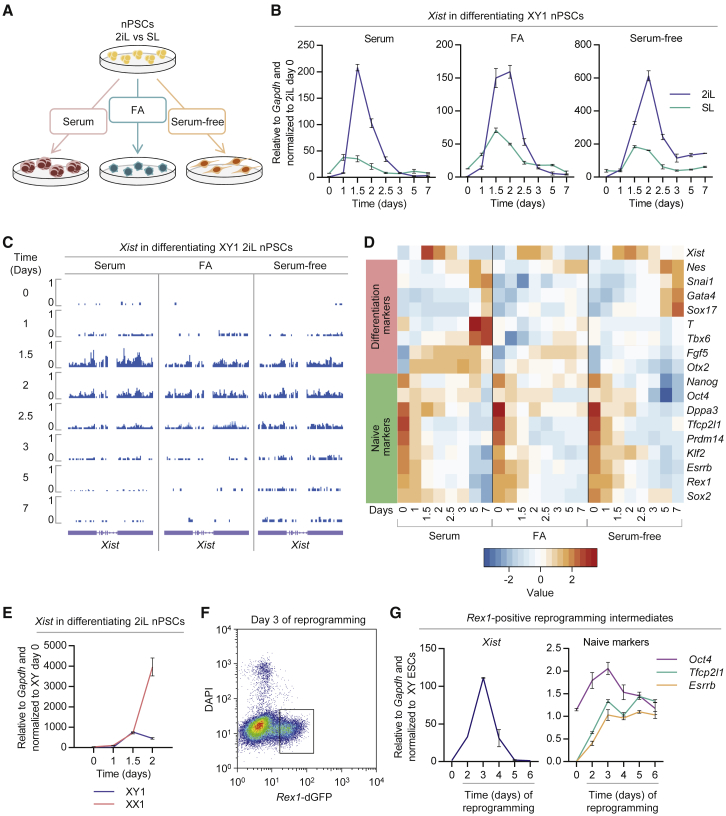
*Xist* Is Transiently and Rapidly Upregulated in Male nPSC Differentiation and Male EpiSC Reprogramming (A) Schematic illustrating three conditions employed to differentiate 2iL and SL nPSCs: suspension culture in serum to generate EBs or adherent monolayer culture in serum-free media ± Fgf2+ActivinA (FA). (B) qRT-PCR analysis of *Xist* during differentiation of male ESCs in three different conditions. Before differentiation, ESCs were maintained in 2iL or SL conditions, as indicated. Error bars represent ± SD. (C) Strand-specific RNA-seq (negative strand only) showing expression of *Xist* during differentiation of male 2iL ESCs in three different conditions. Scale represents reads per million (RPM). (D) Heatmap showing expression profile of *Xist*, differentiation markers, and naive markers during differentiation of male 2iL ESCs, as indicated. Scale represents *Z* scores of log2-transformed expression values. (E) qRT-PCR analysis of *Xist* during EB differentiation of male versus female 2iL ESCs. Error bars represent ± SD. (F) Flow cytometry analysis of male GY118F *Rex1*+/dGFP EpiSCs following reprogramming induction with GCSF in 2iL. Cells were sorted at different time points, with *Rex1*-dGFP reporter activation indicating the subset of cells successfully transitioning to the naive identity. A representative plot from day 3 is shown. (G) qRT-PCR analysis of *Xist* and naive markers (*Oct4*, *Tfcp2l1*, and *Esrrb*) in male *Rex1*-positive reprogramming intermediates at different time points after induction of reprogramming with 2iL+GCSF/GY118F. Parental EpiSCs (day 0) and ESCs in 2iL were used as controls. Error bars represent ± SD.

Recent reports highlighted that erosion of imprints can occur during the culture of nPSCs (Choi et al., 2017, Yagi et al., 2017). However, *Xist* is unlikely to have its expression pattern affected, as it is not an imprinted gene in either the naive epiblast or nPSCs.

Independent differentiation time courses were analyzed by strand-specific RNA-seq. 

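Male E14tg2a ESCs maintained in 2iL or in SL were differentiated in 3 conditions, which are suspension culture in serum to form EBs, adherent culture in serum-free medium with Fgf2 and ActivinA (FA), and adherent culture in serum-free medium alone. The sample labels name these conditions EB, EpiSC and neural. RNA depleted of ribosomal RNA was sequenced at days 0, 1, 1.5, 2, 2.5, 3, 5 and 7, and day 5 of the FA time course from 2iL was not analysed here. There was 1 library per starting medium, condition and day, apart from day 0 in SL, where a single library serves all 3 conditions, so that 45 libraries were used. The authors trimmed the reads, mapped them to GRCm38 guided by Ensembl gene models, and deposited strand-specific read counts per gene without normalization. Of the 35372 genes counted, 97.8% were found in the annotation, and these hold 99.7% of the counts. Between 13093226 and 39804240 reads per library were counted on genes, with a median of 18222720. The libraries of the serum time course from 2iL were deeper, with a median of 34490693 reads in 8 libraries against a median of 17297450 in the other 37 libraries. The 10 genes with the most counts took between 8.15% and 22.7% of a library. Genes on the Y chromosome received between 183 and 473 CPM in every library. Among the 140 pairs of libraries of the same time course and the 43 pairs of the same medium and day that were compared, the differences between counts were at least 8.52 times those of counting noise, so no library was found to be a copy of another.

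With no second library for a condition and day, the 3 conditions served as replicates of a day, and values are given as the mean ± SD over them. Counts were normalized by edgeR's TMM method and are given as CPM. Days were compared within 2iL in one edgeR quasi-likelihood model with the day and the condition as terms, fitted to all 23 libraries from 2iL, and p-values were adjusted by the Benjamini-Hochberg method over the genes that passed edgeR's filter on low counts. The condition was kept as a replicate block because libraries of the same condition deviate together. The correlation of their deviations from the mean of a medium and day, over 17107 genes, averaged 0.439 between libraries of the same condition and medium, and -0.211 between libraries of other conditions in that medium. It was 0.330 between the media for the same condition and -0.160 for other conditions. Deviations from the mean of a medium and day cancel over its conditions. The negative values therefore follow from the positive ones and are no separate evidence. The day 0 libraries, which hold undifferentiated cells, were left out of these correlations. The correlations thus do not show that a day 0 library pairs with the later days of its condition. When counts were simulated with 200 changed genes, the model with day and condition recovered 66.5% of them, and 5% of its 140 calls were false among the 15798 genes tested. The simulated counts had no effect of the condition and independent noise in each library. They therefore do not show the share of false calls where libraries of a condition deviate together.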

In agreement with the qRT-PCR data, when male 2iL ESCs are differentiated, there is a surge of *Xist* expression that starts 1.5 days following induction of differentiation and lasts approximately 12 hr (Figure 2C). 

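At day 0 in 2iL, Xist was at 0.174 ± 0.119 CPM (SD, n = 3 conditions). It was at 1.69 ± 0.325 at day 1, 15.7 ± 8.36 at day 1.5, 13.6 ± 2.28 at day 2, 6.29 ± 1.75 at day 2.5 and 2.10 ± 1.48 at day 3. The log2 fold change from day 0 was already 3.18 at day 1 (standard error 0.73, adjusted p = 0.0042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.084 without FA). It was 6.40 at day 1.5 (standard error 0.74, adjusted p = 8.3e-06 from the same edgeR test) and 6.20 at day 2 (standard error 0.74, adjusted p = 7.2e-06). Xist rose in each of the 3 conditions, by between 5.55 and 5.98 on the log2 scale at day 1.5, with a pseudocount of 0.1 CPM. An exact sign-flip permutation test over 3 conditions cannot go below p = 0.25, two-sided, and gave that value for days 1, 1.5 and 2. Without the replicate block, the log2 fold change at day 1.5 was 6.33 (standard error 0.88, adjusted p = 4.8e-05), and the alternative that moved it most left out the serum time course and gave 6.64. Xist was at or above 50% of the highest value of its time course from day 1.5 to day 2 in serum and in FA, and from day 1.5 to day 2.5 in the serum-free condition, which corresponds to 12, 12 and 24 hours and a mean of 16 ± 6.93 (SD, n = 3). This definition was chosen after seeing the values. With 25% of the highest value in its place, also chosen after seeing the values, the surge lasted 24 ± 12 hours (SD, n = 3) from the same first day.

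From SL, Xist was at 1.21 CPM in the single day 0 library, and at 2.79 ± 1.62 (SD, n = 3) at day 1, 4.74 ± 0.427 at day 1.5 and 3.33 ± 0.596 at day 2. Averaged over days 1.5 and 2, Xist was higher from 2iL than from SL by 1.87 on the log2 scale (standard error 0.36, adjusted p = 0.00030 from edgeR's quasi-likelihood test). Every time course from 2iL was above every time course from SL. Paired by condition, the difference was between 1.48 and 2.38, with p = 0.25 in an exact sign-flip permutation test, two-sided, the smallest p that 3 conditions allow. The rise of days 1.5 and 2 over the mean of days 1 and 3 was larger from 2iL than from SL by 2.16 on the log2 scale (standard error 0.52, adjusted p = 0.50 over all genes from edgeR). Without the serum condition, whose libraries from 2iL were sequenced more deeply, the difference at days 1.5 and 2 was 1.52 (standard error 0.38, adjusted p = 0.0093 from edgeR).

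**Figure D1:**
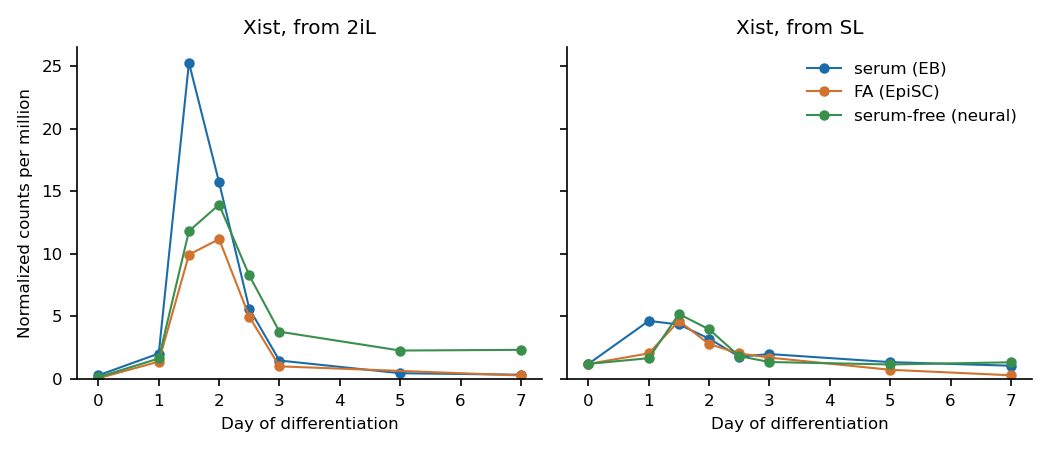
Xist in CPM (vertical axis, normalized by TMM) against the day of differentiation (horizontal axis) from 2iL and from SL, with 1 point per library and 1 line per condition; the 3 conditions from SL share their day 0 library. From 2iL the highest points are 25.3 CPM in serum at day 1.5 and lie at day 2 in the other conditions.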

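A PCA of all 45 libraries was run on scaled log2 values of counts normalized by DESeq2 size factors, for the 12630 genes that reached a log2 value of 4.5 in at least 1 library and differed between media and days by edgeR's quasi-likelihood test. PC1 held 39.5% of the variance and PC2 held 16.4%. With the mean of the 2iL day 0 libraries set to 0% and that of the 2iL day 7 libraries to 100%, the 2iL day 0 libraries lay between -4.29% and 3.24% on PC1 (SD 3.87, n = 3), and the single SL day 0 library lay at 29.7%. The position of the SL library has no replicate. On the way from 2iL, the libraries lay at -10.6% ± 1.39 (SD, n = 3) at day 1, -3.93% ± 2.16 at day 1.5, 10.5% ± 4.88 at day 2 and 33.0% ± 8.82 at day 2.5. From SL they lay at 8.25% ± 1.78 at day 1 and 30.7% ± 3.64 at day 2, so that on both ways day 1 had a lower position than day 0. The change from day 0 to day 1 lay largely on PC2. There the 2iL libraries went from between 115 and 124 at day 0 to between 15.6 and 43.3 at day 1. On PC2 the SL day 0 library lay at 66.3. The position on PC1 alone is thus no measure of how far cells had differentiated. The alternative that moved the SL day 0 library most left out the 2iL day 0 library of the FA time course and placed it at 26.9%.

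Of 14948 genes tested at day 0, 4599 differed between 2iL and SL at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 2011 higher and 2588 lower in 2iL. Because SL has 1 library at day 0, the spread in this test comes from the 3 2iL libraries. With the spread estimated over all 45 libraries, 3046 genes differed. The 3 genes with the largest difference toward 2iL were Akr1cl (log2 fold change 8.82), Sp100 (8.79) and Sp5 (8.73), and Sp5 was at 25.6 ± 4.48 CPM in 2iL (SD, n = 3) and 0.0528 in SL. The 3 with the largest difference toward SL were Lgals2 (-8.56), G730013B05Rik (-8.56) and Cubn (-8.23), of which Cubn was at 0.902 ± 0.590 CPM in 2iL and 263 in SL. Lgals2 and G730013B05Rik had no read in 2iL, and Akr1cl and Sp100 had none in SL, so their fold changes rest on few counts.

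**Figure D2:**
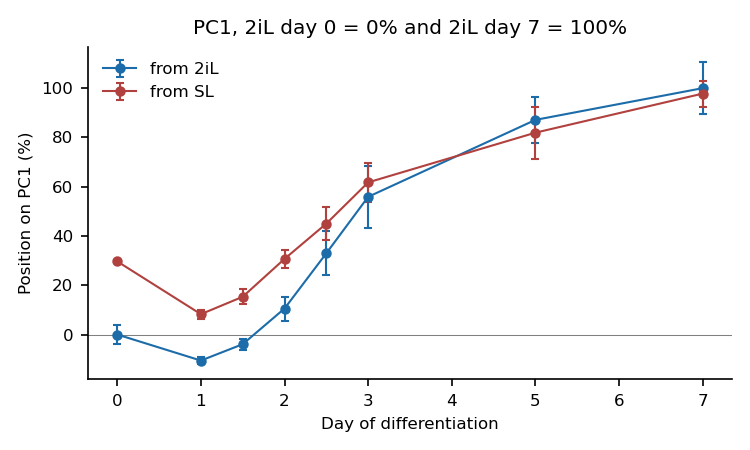
Position on PC1 (vertical axis, in % of the distance from 2iL day 0 to 2iL day 7) against the day of differentiation (horizontal axis), as the mean with SD over the libraries of each medium and day; the SL day 0 point at 29.7% is a single library without an error bar.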

Principal-component analysis (PCA) based on differentially expressed genes showed that 2iL ESCs have a more undifferentiated starting point in relation to SL ESCs (Figure S2C), which corroborates our qRT-PCR data showing that transferring nPSCs from SL to 2iL increases the expression of naive pluripotency markers. The expression of known regulators of *Xist* was also analyzed. 

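At day 0, the regulators Ftx, Jpx and Tsx were compared between the 3 libraries in 2iL and the single library in SL with edgeR's quasi-likelihood test, whose spread comes from the 2iL libraries. Ftx (ENSMUSG00000086370, chromosome X of GRCm38, 103560907 to 103623790) was at 1.23 ± 0.490 CPM in 2iL (SD, n = 3) and 5.54 in SL, a log2 fold change of -2.20 (standard error 0.47, adjusted p = 0.0078 from edgeR). With the spread estimated over all 45 libraries it was -2.15 (adjusted p = 0.061 from edgeR), no longer under 0.05. Tsx (ENSMUSG00000031329, 103414467 to 103424580) was at 0.889 ± 0.120 in 2iL and 3.27 in SL, a log2 fold change of -1.94 (standard error 0.44, adjusted p = 0.010 from edgeR). Jpx (ENSMUSG00000097571, 103493556 to 103565696) was at 0.0394 ± 0.0349 in 2iL and 0.158 in SL, which is 0, 1 and 1 reads in the 2iL libraries and 3 reads in the SL library. This number of reads is below edgeR's filter on low counts, and without the filter the log2 fold change of Jpx was -2.19 (standard error 1.59, adjusted p = 0.35 from edgeR), so that a difference in Jpx was not detectable at this depth. Xist itself was lower in 2iL by a log2 fold change of -2.64 (standard error 0.73, adjusted p = 0.024 from edgeR), and with DESeq2's Wald test its adjusted p was 0.15. Rnf12 (listed as Rlim, ENSMUSG00000056537) was lower in 2iL as well, with -1.01 (standard error 0.17, adjusted p = 0.0024), or an adjusted p of 0.10 with the spread over all libraries. Tsix was at 5.58 ± 0.778 CPM in 2iL and 3.75 in SL, a log2 fold change of 0.52 (standard error 0.33, adjusted p = 0.27).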

*Ftx*, *Jpx*, and *Tsx* also appear to be downregulated by 2iL conditions in comparison to SL at day 0 (Figure S2D). 

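The 5 regulators Ftx, Jpx, Tsx, Tsix and Rnf12 were compared in 2iL between the mean of days 1.5 and 2 and day 0, and between the mean of days 1.5 and 2 and that of days 5 and 7. Against day 0, 4 of the 5 regulators were higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The log2 fold change was 3.04 for Ftx (standard error 0.35, adjusted p = 3.4e-06), 3.08 for Jpx (standard error 0.68, adjusted p = 0.0015), 3.00 for Tsx (standard error 0.45, adjusted p = 4.8e-05) and 1.30 for Rnf12 (standard error 0.16, adjusted p = 8.5e-06). Tsix gave 0.24 (standard error 0.24, adjusted p = 0.43), while at day 1 it had been higher than at day 0 by 0.84 (standard error 0.27, adjusted p = 0.028), and without the replicate block its adjusted p was 0.064. Against days 5 and 7, Tsx was higher by 5.73 (standard error 0.46, adjusted p = 3.8e-08) and Tsix by 2.46 (standard error 0.23, adjusted p = 1.6e-07). Ftx (-0.20, adjusted p = 0.47) and Rnf12 (0.09, adjusted p = 0.56) were not different at an adjusted p under 0.05, and Jpx was lower at days 1.5 and 2 than later (-1.49, adjusted p = 0.0020). In all, 1 of the 5, Tsx, was higher at days 1.5 and 2 than both at day 0 and at days 5 and 7, and this number was 1 under every alternative. Tsx was at 0.889 CPM at day 0, 7.73 ± 2.93 at day 2 (SD, n = 3), 1.30 ± 0.832 at day 3 and 0.188 ± 0.211 at day 7. Tsix was highest at day 1 in all 3 conditions. Ftx was at 13.1 ± 9.89 at day 2, 17.4 ± 9.89 at day 2.5 and 8.56 ± 1.59 at day 7, with the highest values in serum, and Rnf12 was at 598 ± 238 at day 2.5 and 365 ± 44.3 at day 7. These later falls of Ftx and Rnf12 were not tested. Jpx was at 0.0394 CPM at day 0 and reached at most 1.12 in a 2iL library, at day 7.

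**Figure D3:**
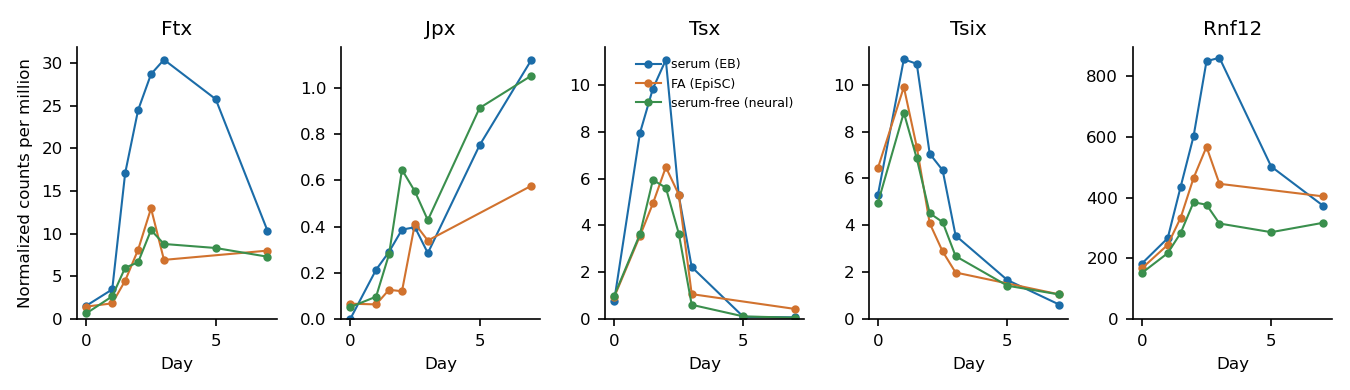
Ftx, Jpx, Tsx, Tsix and Rnf12 in CPM (vertical axes, each with its own scale, normalized by TMM) against the day of differentiation from 2iL (horizontal axes), with 1 point per library and 1 line per condition. Tsx returns to 1.30 ± 0.832 CPM by day 3, while Jpx is highest at day 7 in all 3 conditions.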

Upon differentiation, positive and negative regulators of *Xist* are also transiently upregulated (Figures S2D–S2F). Global analysis of the expression pattern of long non-coding RNAs showed that *Xist* follows a pattern during differentiation that is distinct from other long non-coding RNAs (Figure S3A).

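The 514 long non-coding RNAs of the annotation with at least 1 CPM in a 2iL library were ranked by a score of transience. The score is the mean log2 value of days 1.5 and 2 minus the larger of day 0 and the mean of days 5 and 7, with a pseudocount of 0.1 CPM, averaged over the 3 conditions. For the FA time course, day 7 alone stands for days 5 and 7. Days 1.5 and 2 are the days on which the paper places the surge of Xist. The score therefore favours Xist in advance, as does the template used below, and a sharp pulse on another day ranks lower. The rank does not show that the pattern of Xist is distinct from pulses on other days. Xist had rank 1 with a score of 4.17 ± 1.53 (SD, n = 3), and between 2.43 and 5.31 in the single conditions. The next score, that of Gm14133 on chromosome 2, was 3.48, so the distance between Xist and Gm14133 is smaller than the spread of Xist between conditions. Gm14133 rose from 0.0101 CPM at day 0 to 2.17 at day 1.5 and was at 0.0409 at day 7. The median score of all 514 was -0.26. A score above 0 in all 3 conditions was found for 97 of them (18.9%), and a score above 1 in all 3 conditions for 15. When each long non-coding RNA was correlated across days with a template of 1 at days 1.5 and 2 and 0 elsewhere, Xist again had rank 1, with a mean Pearson correlation of 0.743. The alternative that moved the rank left out the serum condition and gave rank 2, behind Gm14133. Tsix had rank 129, Ftx rank 211 and Jpx rank 422.

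**Figure D4:**
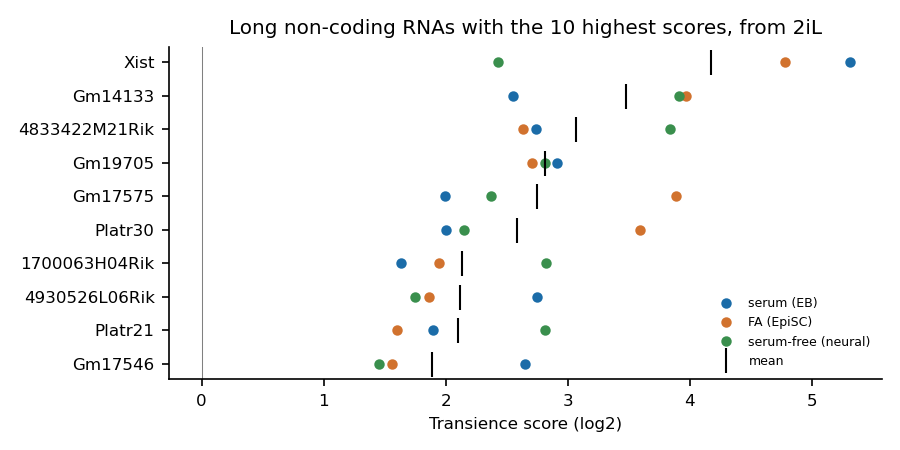
The 10 long non-coding RNAs with the highest score of transience (horizontal axis, log2 scale), with 1 point per condition and a bar for the mean. Xist has the highest mean, 4.17, and the widest spread, from 2.43 to 5.31.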

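Across the genome, 4663 of 16306 genes tested had changed by day 1 in 2iL at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 2387 higher and 2276 lower than at day 0. At day 1.5 there were 6304, with 3271 higher and 3033 lower. Without the replicate block, 3053 genes passed at day 1 and 4557 at day 1.5. Of the genes past the threshold at day 1.5, 6204 moved in the same direction in all 3 conditions, 3189 up and 3015 down. Among these, the 3 with the largest rise were Olfr307 (log2 fold change 9.81, standard error 0.89, adjusted p = 9.0e-06), Rbbp8nl (9.72, standard error 1.89, adjusted p = 0.0011) and Cdh9 (8.96, standard error 1.24, adjusted p = 4.1e-05). At day 0, Olfr307 and Rbbp8nl had no read and Cdh9 was at 0.0222 CPM, and the 3 genes were at 3.80 ± 3.93, 3.60 ± 4.61 and 8.57 ± 7.54 CPM at day 1.5 (SD, n = 3). Among those with a large fall were Serpina3i (-9.38, standard error 1.02, adjusted p = 2.2e-05) and Mal (-8.39, standard error 0.91, adjusted p = 4.4e-06), which were at 3.39 ± 0.922 and 8.02 ± 5.52 CPM at day 0. These fold changes rest on few counts.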

To position *Xist* upregulation in the sequence of events taking place during differentiation, we compared its timing relative to naive pluripotent and lineage marker gene expression (Figure 2D). 

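Of the naive pluripotency factors Sox2, Nanog, Rex1 (listed as Zfp42), Esrrb, Klf2, Prdm14 and Tfcp2l1, all 7 had a negative log2 fold change at day 1 in 2iL, and 4 were lower than at day 0 at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Tfcp2l1 fell from 1966 ± 111 to 234 ± 60.8 CPM (SD, n = 3), a log2 fold change of -3.12 (standard error 0.47, adjusted p = 0.00014). Prdm14 fell from 51.4 ± 4.29 to 6.58 ± 1.28 (-2.93, standard error 0.51, adjusted p = 0.00052). The other two were Klf2 (-2.13, standard error 0.53, adjusted p = 0.0065) and Esrrb (-1.48, standard error 0.44, adjusted p = 0.020), and neither passed without the FA condition or without the serum-free condition. Nanog fell from 963 ± 40.7 to 224 ± 46.8 CPM and was lower in all 3 conditions, with a log2 fold change of -2.03 (standard error 0.78, adjusted p = 0.062), and with DESeq2's size factors and Wald test its adjusted p was 0.038. Sox2 was at 267 ± 36.7 at day 0 and 220 ± 13.6 at day 1 (-0.26, standard error 0.30, adjusted p = 0.56), lower in 2 of 3 conditions. Rex1 was at 355 ± 10.5 at day 0 and 349 ± 45.4 at day 1 (-0.02, standard error 0.38, adjusted p = 0.99), also lower in 2 of 3 conditions, and its sign changed when the serum or the FA condition was left out. At day 1.5, all 7 factors were lower than at day 0 at an adjusted p under 0.05 from edgeR. The log2 fold changes at day 1.5 ranged from -5.11 for Tfcp2l1 to -0.81 for Sox2 (standard error 0.30, adjusted p = 0.042, or 0.0502 without the replicate block), with -1.59 for Rex1 (standard error 0.39, adjusted p = 0.0045) and -3.93 for Nanog (standard error 0.85, adjusted p = 0.0018). Of the other pluripotency genes, Klf4 was lower at day 1 by a log2 fold change of -2.34 (adjusted p = 0.0043), and Oct4 (listed as Pou5f1) was at 551 ± 50.4 CPM at day 0 and 526 ± 12.4 at day 1.5.

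**Figure D5:**
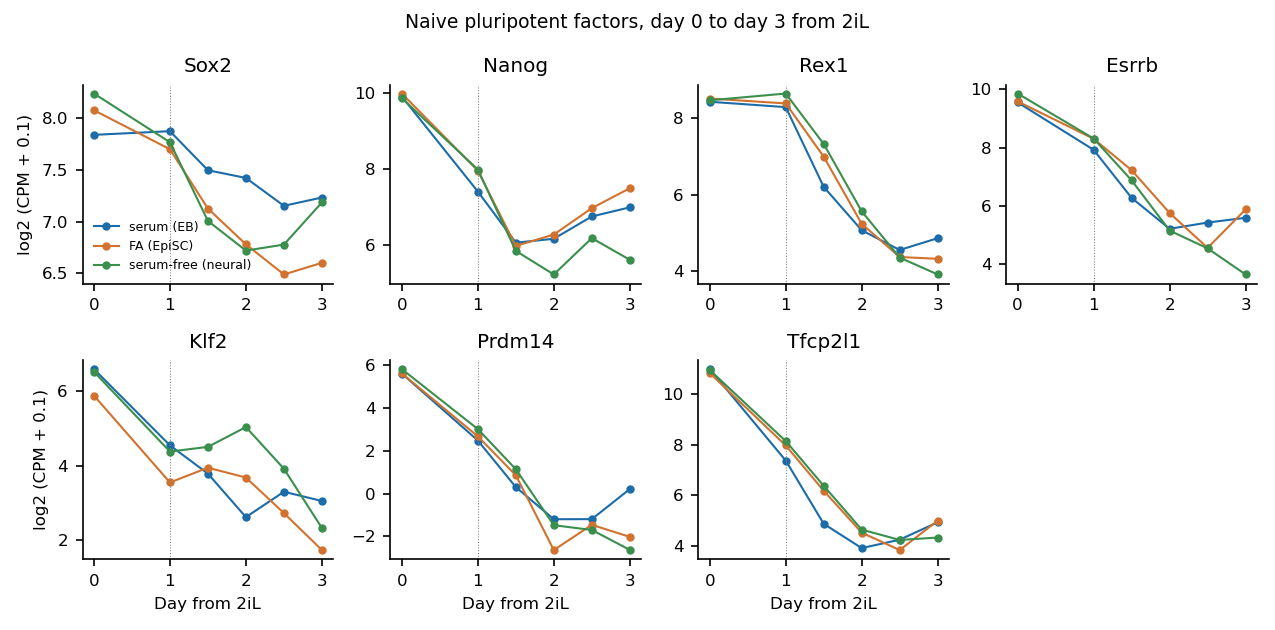
The 7 naive pluripotency factors as log2 of CPM with a pseudocount of 0.1 (vertical axes, each with its own scale) against the day from 2iL (horizontal axes, days 0 to 3), with 1 point per library, 1 line per condition and a dotted line at day 1. Rex1 at day 1 lies near its day 0 level, and Tfcp2l1 and Prdm14 have fallen by then.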

Importantly, downregulation of the naive pluripotency factors *Sox2*, *Nanog*, *Rex1*, *Esrrb*, *Klf2*, *Prdm14*, and *Tfcp2l1* preceded *Xist* upregulation. In contrast, expression of lineage markers was detected only after *Xist* upregulation. 

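Among the 8 lineage markers Nes, Snai1, Gata4, Sox17, T, Tbx6, Fgf5 and Otx2, 2 were higher at day 1 than at day 0 in 2iL at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Fgf5 rose from 0.0940 ± 0.0531 CPM at day 0 to 8.92 ± 11.3 at day 1 (SD, n = 3), with the highest value in serum, a log2 fold change of 6.80 (standard error 1.34, adjusted p = 0.0013). Otx2 rose from 4.10 ± 1.93 to 53.8 ± 37.8 (3.40, standard error 0.75, adjusted p = 0.0031). Both rose in all 3 conditions. Without the replicate block, Otx2 had an adjusted p of 0.055 and Fgf5 alone remained under 0.05. Sox17 had a positive log2 fold change at day 1 (0.99, standard error 1.03, adjusted p = 0.51), and it was at 0.377 ± 0.301 CPM at day 0 and 3.44 ± 2.44 at day 2. The other 5 had negative log2 fold changes at day 1, from -2.45 for T to -0.54 for Snai1, none of them at an adjusted p under 0.05, although Nes (adjusted p = 0.0015 from edgeR) and T (adjusted p = 0.010 from edgeR) passed when only the libraries of days 0 and 1 were fitted. Gata4 rose from 0.552 ± 0.191 at day 1 to 1.61 ± 0.282 at day 1.5 and 3.78 ± 0.946 at day 2. Nes was at 28.5 ± 2.21 at day 0, 14.1 ± 2.47 at day 1.5 and 80.0 ± 8.05 at day 3. T was at 2.92 ± 1.80 at day 0 and 0.244 ± 0.157 at day 1.5, and Snai1 and Tbx6 stayed below 1 CPM on average through day 3.

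**Figure D6:**
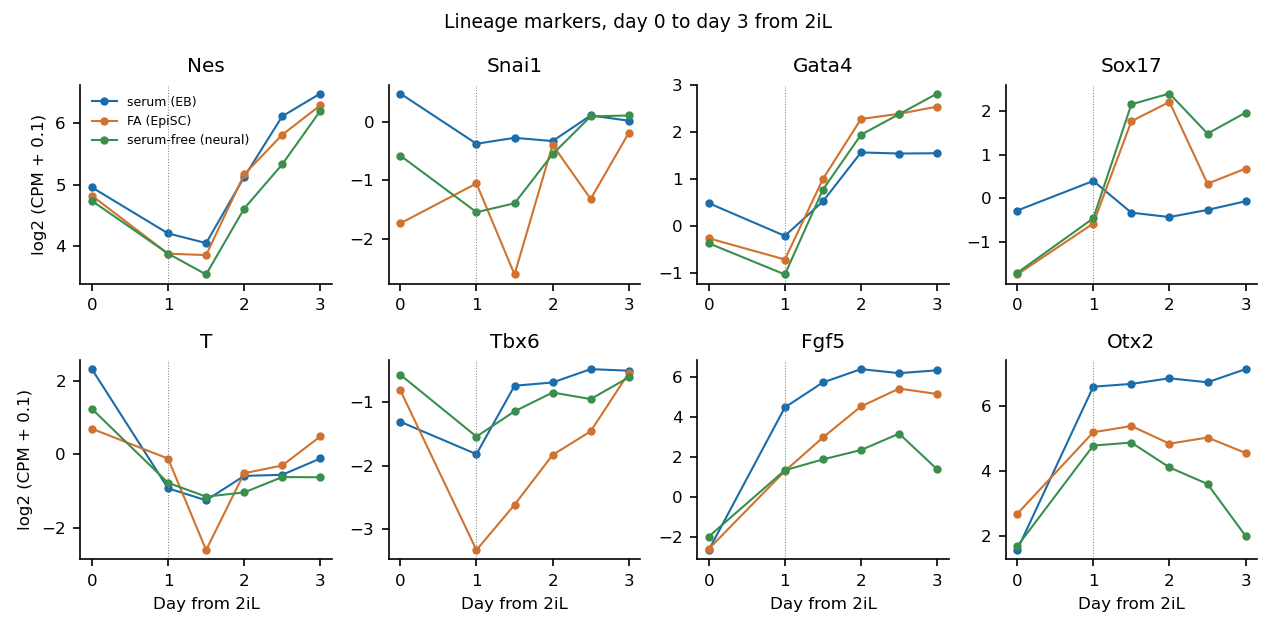
The 8 lineage markers as log2 of CPM with a pseudocount of 0.1 (vertical axes, each with its own scale) against the day from 2iL (horizontal axes, days 0 to 3), with 1 point per library, 1 line per condition and a dotted line at day 1. Fgf5 and Otx2 lie above their day 0 level at day 1 in all 3 conditions, and Nes, Gata4, T and Tbx6 lie below it.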

In combination with the effects of naive network perturbations on *Xist* expression (Figure 1), these results indicate that the upregulation of *Xist* observed in male cells upon induction of differentiation is caused by a weakening naive pluripotent network.

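The order of events was also read in each condition. At day 1, Xist was above its day 0 value in 3 of 3 conditions, and Nanog, Esrrb, Klf2, Prdm14 and Tfcp2l1 were below theirs in 3 of 3. The day of the highest Xist value was 1.5 in serum and 2 in FA and in the serum-free condition. By day 2, all 7 naive factors were lower than at day 0 at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with log2 fold changes from -7.84 to -1.02, and 3 of the 8 lineage markers were higher. Of these, Fgf5 and Otx2 were higher in 3 of 3 conditions and Sox17 in 2 of 3. In serum, Sox17 was at 0.724 CPM at day 0 and 0.644 at day 2. From the fall of the naive factors ahead of Xist, the later expression of lineage markers (Figure 2D) and the effects of perturbing the naive network (Figure 1), the paper reasons that the upregulation of Xist in differentiating male cells is caused by a weakening naive pluripotent network.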

The differentiation experiments were also performed in a female ESC line. Remarkably, 1.5 days after induction of embryoid body (EB) differentiation, *Xist* expression reaches very similar levels in male and female cells (Figure 2E). However, while *Xist* expression keeps increasing in female cells, it starts declining in male cells.

Together, these results reveal that at the onset of differentiation, males upregulate *Xist* at a level similar to that of females.

### *Xist* Is Transiently Upregulated during Reprogramming of Male Cells

The aforementioned mechanistic association between a functional naive TF network and the repression of *Xist* led us to investigate whether these are correlated in the context of reprogramming to naive pluripotency in 2iL. We analyzed the productive reprogramming intermediates of male EpiSCs using STAT3 activation (Yang et al., 2010) and *Rex1*-dGFP reporter activity (Kalkan et al., 2017) to induce and monitor reprogramming, respectively (Figures 2F and S3B). As expected, *Xist* was repressed in both male EpiSCs and control ESCs (Figure 2G). However, in productive reprogramming intermediates, *Xist* was sharply upregulated (Figure 2G) prior to establishment of a consolidated nPSC identity. It is possible that this is due to loss of tight control of gene expression. Alternatively, it could reflect the fragile nature of the nascent naive network during reprogramming.

### Male X Chromosome Exhibits Hallmarks of XCI upon *Xist* Upregulation

Next, we analyzed whether the observed *Xist* upregulation in males was linked to events associated with the initiation of XCI as previously described for females. To look at this, we assessed the nuclear pattern of *Xist* by RNA FISH. Surprisingly, 1.5 days after male 2iL ESCs were induced to differentiate in FA, 20% of cells showed *Xist* RNA expression. Interestingly, nearly half of these exhibited *Xist* RNA clouds, with various sizes, characteristic of XCI (Figure 3A). Although in a smaller proportion, male SL ESCs induced to differentiate also exhibited cells showing *Xist* RNA accumulation (Figure S4A). Appearance of an *Xist* RNA cloud during male nPSC differentiation has been reported before (Monkhorst et al., 2008). However, the percentage of cells exhibiting this pattern was less than 0.5%, a much smaller proportion than reported in this study. The difference in the results could be explained by the homogeneity and robust self-renewal of our 2iL nPSC cultures and by the choice of time point to conduct the analysis.

**Figure 3:**
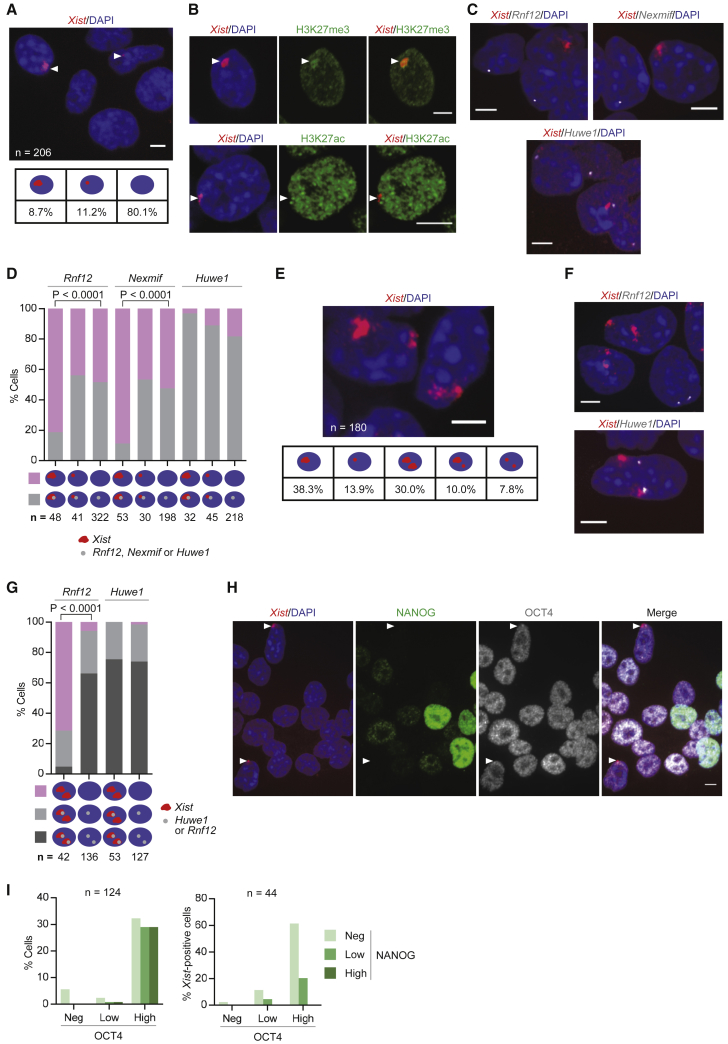
Males Undergo Transient XCI (A) RNA FISH for *Xist* (red) in male 2iL ESCs at 1.5 days of differentiation in FA using a strand-specific probe. White arrowheads indicate *Xist* signals. Quantification of the different *Xist* RNA patterns is shown. (B) Immuno-RNA FISH for *Xist* (red) and H3K27me3 or H3K27ac (green) in male 2iL ESCs at 1.5 days of differentiation in FA. White arrowheads indicate *Xist* cloud. (C) RNA FISH for *Xist* (red) and *Rnf12*, *Nexmif*, or *Huwe1* (grayscale) in male 2iL ESCs at 1.5 days of differentiation in FA. (D) Quantification of RNA FISH patterns for the X-linked genes *Rnf12*, *Nexmif*, or *Huwe1* and *Xist* as shown in (C). Gray indicates the presence of *Rnf12*/*Nexmif*/*Huwe1* signal, and pink indicates the absence of *Rnf12*/*Nexmif*/*Huwe1* signal. (E) RNA FISH for *Xist* (red) in female 2iL ESCs at 1.5 days of differentiation in FA using ss probe. Quantification of different *Xist* RNA patterns is shown. (F) RNA FISH for *Xist* (red) and *Rnf12* or *Huwe1* (grayscale) in female 2iL ESCs at 1.5 days of differentiation in FA. (G) Quantification of RNA FISH patterns for X-linked genes *Rnf12* or *Huwe1* and *Xist* as shown in (F). Dark gray indicates biallelic *Rnf12*/*Huwe1* signal, light gray indicates monoallelic *Rnf12*/*Huwe1* signal, and pink indicates the absence of *Rnf12*/*Huwe1* signal. (H) Immuno-RNA FISH for *Xist* (red), NANOG (green), and OCT4 (grayscale) in male 2iL ESCs at 1.5 days of differentiation in FA. White arrowheads indicate *Xist* clouds. (I) Percentage of NANOG- and OCT4-expressing cells in the population (left) and in cells exhibiting *Xist* cloud (right) as shown in (H). Fisher’s exact test was used for statistical analysis. ESC lines used were XY1 and XX1. Scale bar represents 5 μm.

Another event associated with XCI in females is accumulation of the repressive histone mark trimethyl-H3K27 (H3K27me3) (Plath et al., 2003, Silva et al., 2003) on the future Xi. Interestingly, H3K27me3 accumulation was observed in 63% of male cells showing *Xist* RNA cloud (Figures 3B, S4B, and S4C).

We then addressed the status of acetyl-H3K27 (H3K27ac), which is a mark of active enhancers (Creyghton et al., 2010). This was found hypoacetylated at the male *Xist* RNA cloud (Figures 3B, S4B, and S4D). Together, these results indicate that a silencing epigenetic signature has formed in the *Xist*-coated male X chromosome.

To examine whether *Xist* accumulation was inducing gene silencing, we performed RNA FISH analysis for nascent transcripts of 5 X-linked genes (*Rnf12*, *Nexmif*, *Nsdhl*, *Wbp5*, and *Huwe1*). The percentage of cells expressing *Rnf12*, *Nsdhl*, and *Nexmif* was between 3- and 4-fold lower in male cells showing *Xist* cloud that in male cells lacking *Xist* accumulation, and in the case of *Wbp5*, no examples of gene expression were found at the male X chromosome coated by *Xist* (Figures 3C, 3D, and S4E). In contrast, *Huwe1* showed no difference. *Rnf12*, *Nsdhl*, *Wbp5*, and *Nexmif* are in closer proximity to the *Xist* locus than *Huwe1* and are also known to be silenced early during XCI, unlike *Huwe1*, which is silenced at a late stage (Marks et al., 2015). At the cell population level, *Nexmif* was also downregulated (Figure S4F). However, *Xist*-mediated silencing did not affect population levels of *Rnf12* expression (Figure S4F). These data are consistent with a rapid transient *Xist* upregulation in males, a transience that is sufficient to have an impact on early-silencing genes but not lasting long enough to affect late-silencing ones.

Together these results show that males undergo XCI. which had so far only been associated with females. However, unlike females, male XCI is partial, transient, and rapid.

### Females Exhibit Partial XCI of Both X Chromosomes at the Onset of Differentiation

The observed upregulation of *Xist* in males, which possess only one X chromosome, questions the existence of a choice mechanism preceding initiation of XCI in females. To address this, we performed *Xist* RNA FISH in differentiating female nPSCs. Analysis of these cells in 2iL self-renewing conditions showed that *Xist* is not expressed (Figure 1F). Strikingly, at 1.5 days of differentiation, we observed that 30% of the female cells expressing *Xist* display RNA accumulation on both X chromosomes (Figure 3E). Control experiments revealed that 99% of the cells in this female line have no more than two X chromosomes, demonstrating that these results cannot be explained by the presence of tetraploid cells in culture (Figures S1B and S4G).

To assess whether *Xist* accumulation is inducing gene silencing on both X chromosomes, we performed RNA FISH analysis for nascent transcripts of *Rnf12* and *Huwe1* (Figures 3F and 3G). The incidence of biallelic silencing of *Rnf12* was 12-fold greater in female cells exhibiting *Xist* RNA accumulation on both X chromosomes than in cells not expressing *Xist*, while *Huwe1* showed no difference.

These results indicate that the choice of which X chromosome is going to be irreversibly silenced may follow rather than precede the initiation of XCI.

### Transient *Xist* RNA Patterns Occur as Differentiating Cells Become NANOG Negative

To investigate whether *Xist* upregulation is consistent with a particular differentiation stage, we analyzed the expression of NANOG and OCT4 relative to *Xist* at the single-cell level. Due to asynchrony in nPSC differentiation, NANOG expression was variable while most cells remained OCT4-high at 1.5 days. Interestingly, *Xist* upregulation in males occurred in cells that were NANOG-low or -negative (Figures 3H and 3I). Likewise, we found biallelic *Xist* upregulation in female cells that were OCT4-high/NANOG-low or -negative (Figures S4H and S4I). The expression of active CASPASE-3, which is an early marker of apoptosis, was evaluated to confirm the viability of the *Xist*-positive male cells. Importantly, all analyzed *Xist*-positive cells were negative for active CASPASE-3 (Figure S4J).

These results are in agreement with a transient *Xist* upregulation occurring in a defined developmental window and in close relationship with the downregulation of the naive network.

### *In Vivo* Transient *Xist* Expression in Males and in Females on Both X Chromosomes

The embryonic day 4.5 (E4.5) naive epiblast is molecularly and functionally highly similar to *in vitro* 2iL nPSCs (Boroviak et al., 2015). Given the observed transient upregulation of *Xist* RNA during nPSC differentiation, we investigated whether this also occurs during *in vivo* differentiation of the pluripotent naive epiblast. In agreement with our findings in nPSCs, we found that E4.5 naive epiblast cells do not display *Xist* expression in either sex (Figure 4A). From E4.5, the embryo starts implanting and naive pluripotent gene expression is rapidly downregulated (Boroviak et al., 2015). Thus, we analyzed E5.5 male and female post-implantation embryos as a naive epiblast differentiation time point. At E5.5, we also failed to detect *Xist* expression in males, whereas female cells already exhibited one *Xist* RNA cloud in nearly all cells, which is the pattern associated with female differentiated cells. This led us to analyze earlier time points. Interestingly, at E4.75–E5.0, we found 1–3 cells per male epiblast exhibiting *Xist* RNA expression (Figure 4B). When analyzing female epiblast cells for the same time points, we observed that *Xist* was biallelically expressed in 10% of the epiblast cells showing *Xist* expression (Figures 4B and 4C). Together, these data are indicative that at implantation stage, and correlating with the downregulation of the naive epiblast network, male and female epiblast cells undergo transient and rapid monoallelic and biallelic expression of *Xist* respectively.

**Figure 4:**
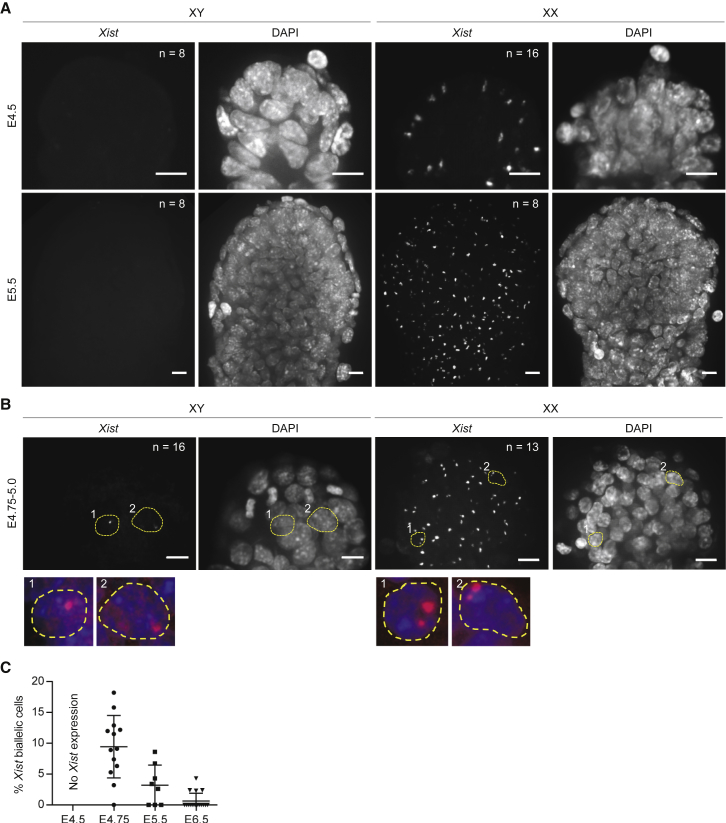
*Xist* Is Transiently Upregulated Monoallelically in Males and Biallelically in Females *In Vivo* (A and B) RNA FISH for *Xist* in representative male and female epiblasts of embryos at E4.5 and E5.5 (A) and at E4.75–E5.0 (B). (B) Examples of cells with monoallelic *Xist* expression in males and biallelic expression in females are delineated with yellow dashed lines. Higher magnification of these cells is displayed in the bottom panels. (C) Percentage of cells with biallelic *Xist* over total number of epiblast cells expressing *Xist* in female embryos at indicated developmental stages. Error bars represent ± SD. Scale bar represents 10 μm.

## Discussion

Our results show that *Xist* is fully repressed in both male and female nPSCs provided they have a robust naive TF network. This may be the result of a combination of direct and indirect mechanisms at the XIC, which contains multiple genomic binding sites occupied by naive pluripotent-associated TFs located at the *Xist* locus and at other non-coding and coding genes involved in *Xist* regulation (Sánchez-Castillo et al., 2015).

We showed that *Xist* accumulates transiently at the male X chromosome and induces partial epigenetic and transcriptional silencing in early differentiating cells. We have also demonstrated that this is linked to downregulation of the naive TF network. In this context, known positive regulators of *Xist*, such as *Jpx* (Tian et al., 2010), *Ftx* (Chureau et al., 2011), and RNF12 (Jonkers et al., 2009, Barakat et al., 2017), may transiently gain the upper hand and drive *Xist* expression. However, *Xist* is subsequently rapidly suppressed, suggesting that other mechanisms of *Xist* silencing are readily available. In agreement with this, deletion of *Tsix*, one of the non-coding RNAs implicated in *Xist* silencing, was previously found to correlate with the presence of an *Xist* RNA cloud in a proportion of differentiating male nPSCs (Sado et al., 2002). Likewise, *Dnmt1* mutant nPSCs exhibit *Xist* upregulation and silencing of X-linked genes in differentiating male cells (Beard et al., 1995, Panning and Jaenisch, 1996).

It has been proposed that initiation of XCI is related to the X chromosome/ploidy ratio (Monkhorst et al., 2008). Our study proposes downregulation of the naive TF network as the trigger for the initiation of XCI. It will now be interesting to investigate how these relate to each other.

XCI is defined as having five key phases in the following order: counting, choice, initiation, spreading, and maintenance (Augui et al., 2011). However, our data suggest that counting and choice between the two X chromosomes is not a requirement for XCI initiation. Furthermore, we show that the initiation and spreading phases also occur in males. Importantly, the initiation and spreading of XCI in males take place within a defined window of time where the process of XCI is known to be reversible (Wutz and Jaenisch, 2000), meaning that as long as *Xist* expression ceases within 3 days of differentiation, any induced changes on the X chromosome are fully reversible. 

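In the time courses from 2iL, Xist fell from day 1.5 to day 3 by a log2 fold change of -3.09 (standard error 0.59, adjusted p = 0.00089 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each condition left out in turn, the log2 fold change lay between -3.72 and -2.35. At day 3, Xist was highest in the serum-free condition, with 3.79 CPM, and lowest in FA, with 1.02. At day 7, Xist was at 0.991 ± 1.17 CPM, against 0.174 ± 0.119 at day 0 (SD, n = 3). In the serum-free condition it stayed at 2.28 at day 5 and 2.34 at day 7, above its day 0 value of 0.155. Day 7 was at 0.348 in serum (0.302 at day 0) and 0.288 in FA (0.0665 at day 0). The mean of days 1.5 and 2 was above that of days 5 and 7 by a log2 fold change of 4.06 (standard error 0.50, adjusted p = 3.4e-06).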

Consistent with this, our data showed that *Xist* expression was already downregulated by day 3 of male cell differentiation. Therefore, we hypothesize that in the mouse species a counting mechanism, which relies on gender differences during the reversible period, occurs after XCI initiation.

It has been proposed that initiation of XCI in females is preceded by pairing of the two XIC loci and that the process of choice was dependent on pairing, therefore restricting XCI to female cells (Bacher et al., 2006, Xu et al., 2006). Moreover, although the negative regulation of *Xist* by the naive TF network is the same in male and female cells, the X-linked *Xist* activators adjacent to *Xist* and known to also work in *trans* will be duplicated in females. These and other mechanisms must somehow ensure that all but one X chromosome undergo irreversible XCI. It will now be important to further understand how these mechanisms allow XCI to be maintained in females only.

Human naive-like cells and human embryos cultured *in vitro* were found to have an intriguing *Xist* pattern (Petropoulos et al., 2016, Sahakyan et al., 2017, Vallot et al., 2017). In both cases, the presence of one or two *Xist* RNA clouds was reported for a proportion of male and female cells, respectively. As suggested by the authors, this may indicate species differences. However, it may also be akin to what we are reporting here, that is, as a result of a perturbed naive TF network, human naive cells may exhibit monoallelic and biallelic *Xist* upregulation in both males and females respectively.

In conclusion, our study redefines the paradigm of XCI and opens up new avenues to investigate how this process is regulated.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Monoclonal mouse anti-alpha-Tubulin	Abcam	Cat# ab7291, RRID:AB_2241126
Polyclonal rabbit anti-Nanog	Bethyl Laboratories	Cat# A300-397A, RRID:AB_386108
Monoclonal rat anti-Nanog	ThermoFisher Scientific	Cat# 14-5761-80, RRID:AB_763613
Monoclonal rabbit anti-Oct4	Cell Signaling Technology	Cat# 83932, RRID:AB_2721046
Polyclonal goat anti-Oct4	Santa Cruz Biotechnology	Cat# sc-8628, RRID:AB_653551
Monoclonal rabbit anti-Phospho-Stat3 (Tyr705)	Cell Signaling Technology	Cat# 9145, RRID:AB_2491009
Polyclonal rabbit anti-H3K27me3	Merck Millipore	Cat# 07-449, RRID:AB_310624
Polyclonal rabbit anti-H3K37ac	Abcam	Cat# ab4729, RRID:AB_2118291
Monoclonal rabbit anti-Cleaved Caspase-3 (Asp175)	Cell Signaling Technology	Cat# 9664, RRID:AB_2070042
Polyclonal rabbit anti-Rnf12	Merck Millipore	Cat# ABE1949, RRID:AB_2721047
HPR-conjugated donkey anti-rabbit	GE Healthcare	Cat# NA934, RRID:AB_772206
HPR-conjugated sheep anti-mouse	GE Healthcare	Cat# NA931, RRID:AB_772210
HPR-conjugated donkey anti-goat	Santa Cruz Biotechnology	Cat# sc-2020, RRID:AB_631728
Donkey anti-rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	ThermoFisher Scientific	Cat# A-21206, RRID:AB_2535792
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	ThermoFisher Scientific	Cat# A-31573, RRID:AB_2536183
Donkey Anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	ThermoFisher Scientific	Cat# A-21208, RRID:AB_2535794
Goat biotinylated anti-Avidin	Vector Laboratories	Cat# BA-0300, RRID:AB_2336108

**Chemicals, Peptides, and Recombinant Proteins**		

N2	Cambridge Stem Cell Institute	N/A
B27	ThermoFisher Scientific	Cat# 17504044
Murine LIF	Hyvönen lab, Cambridge	N/A
CHIR99021	Stewart lab, Dresden	N/A
PD0325901	Stewart lab, Dresden	N/A
FBS	Labtech	Cat# FB-1001S/500
Egf	Peprotech	Cat# 315-09
Fgf2	Hyvönen lab, Cambridge	N/A
Activin A	Hyvönen lab, Cambridge	N/A
XAV 939	Tocris, Bio-techne	Cat# 3748
4-Hydroxytamoxifen	Sigma-Aldrich	Cat# 7904
InSolution JAK Inhibitor I	Merck-Millipore	Cat# 420097
GCSF	Peprotech	Cat# 300-23
KaryoMAX Colcemid Solution in HBSS	ThermoFisher Scientific	*Cat# 15210040*
*Taq* DNA Polymerase	QIAGEN	*Cat# 201205*

**Critical Commercial Assays**		

DNeasy Blood & Tissue Kit	QIAGEN	Cat# 69504
RNeasy Mini Kit	QIAGEN	Cat# 74104
SuperScript III First-Strand Synthesis SuperMix	ThermoFisher Scientific	Cat# 18080400
TaqMan Fast Universal PCR Master Mix (2X), no AmpErase UNG	ThermoFisher Scientific	Cat# 4352042
Esrrb TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm00442411_m1
Ftx TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm03455830_m1
Gapdh TaqMan Gene Expression Assay	ThermoFisher Scientific	4352339E
Klf2 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm01244979_g1
Klf4 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm00516104_m1
Klf5 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm00456521_m1
Nanog TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm02384862_g1
Nexmif TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm01239465_g1
Oct4 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm00658129_gH
Rex1 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm03053975_g1
Rnf12 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm00488044_m1
Socs3 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm01249143_g1
Sox2 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm03053810_s1
Tfcp2l1 TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm00470119_m1
Xist TaqMan Gene Expression Assay	ThermoFisher Scientific	Mm01232884_m1
Biotin-Nick Translation Mix	Sigma-Aldrich	Cat# 11745824910
Illustra MicroSpin S-300 HR columns	GE Healthcare	Cat# 27513001
Salmon Sperm DNA, sheared	ThermoFisher Scientific	*Cat# AM9680*
Mouse Cot-1 DNA	ThermoFisher Scientific	*18440016*
Ribonucleoside Vanadyl Complex	New England Biolabs	*S1402S*
Texas Red Avidin DCS	Vector Laboratories	*A-2016*
Mouse Xist Stellaris RNA FISH Probe with Quasar 570 Dye	BioSearch Technologies	Cat# SMF-3011-1
Mouse Xist Stellaris RNA FISH Probe with Quasar 670 Dye	BioSearch Technologies	Cat# VSMF-3095-5
Custom Stellaris RNA FISH Probe with FISH Probe with Quasar 570 Dye	BioSearch Technologies	Cat# SMF-1063-5
Mouse Chromosome X Whole Chromosome Painting Probe, Green Label	MetaSystems Probes	Cat# D-1420-050-FI
Mouse Chromosome Y Whole Chromosome Painting Probe, Orange Label	MetaSystems Probes	Cat# D-1421-050-OR

**Deposited Data**		

RNA seq data	This paper	GEO: GSE109173

**Experimental Models: Cell Lines**		

E14tg2a ESC line	Smith lab, Cambridge	N/A
EFC ESC line	Smith lab, Cambridge	N/A
LF1 ESC line	Smith lab, Cambridge	N/A
LF2 ESC line	Smith lab, Cambridge	N/A
C6 ESC line	Smith lab, Cambridge	N/A
Nanog^flox/−^, Rosa26-CreERT2 ESC line	This paper	N/A
Oct4^flox/−^, Rosa26-CreERT2 ESC line	This paper	N/A
Rex1-dGFP EpiSC line	This paper	N/A
Rex1-dGFP NSC line	This paper	N/A
Nanog-GFP EpiSC line	Smith lab, Cambridge	N/A

**Experimental Models: Organisms/Strains**		

Mouse CD-1	Charles River	Cat# 022

**Oligonucleotides**		

Gender PCR primer Ube1XA (5′ to 3′): TGGTC TGGACCCAAACGCTGTCCACA	(Chuma and Nakatsuji, 2001)	N/A
Gender PCR primer Ube1XB (5′ to 3′): GGCA GCAGCCATCACATAATCCAGATG	(Chuma and Nakatsuji, 2001)	N/A

**Software and Algorithms**		

Fiji	Open Source	http://imagej.net/Fiji/Downloads
R	The R Project	https://www.r-project.org/
GraphPad Prism 6	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
FlowJo	FlowJo, LLC	https://www.flowjo.com/
TrimGalore	Babraham Institute	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore
TopHat2	Johns Hopkins University	https://ccb.jhu.edu/software/tophat
featureCounts	Walter and Eliza Hall Institute of Medical Research	http://bioinf.wehi.edu.au/featureCounts
DESeq2	Bioconductor	https://bioconductor.org/packages/release/bioc/html/DESeq2.html

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, José Silva ().

### Experimental Model and Subject Details

#### Cell lines

Male wild-type ESC lines included E14tg2a (XY1) and EFC (XY2). Female wild-type ESC lines included LF1 (XX1), LF2 (XX2) and C6 (XX3). The cell sorting experiment was performed in male *Nanog*-GFP ESCs. Female *Nanog*-GFP EpiSCs were used as control in *Xist* RNA FISH. *Nanog* deletion was performed in male and female *Nanog*^flox/-^, Rosa26-CreERT2 ESC lines. *Oct4* deletion was performed in male and female *Oct4*^flox/-^, Rosa26-CreERT2 ESC lines. Male iPSC line used was derived from *Rex1*-dGFP NSCs. Reprogramming was performed in male *Rex1*-dGFP EpiSCs.

#### Cell culture

Mouse ESCs and iPSCs were cultured in 2i+LIF (2iL), 2i, or serum+LIF (SL) as indicated. 2iL medium was composed of N2B27, 3 μM CHIR99021, 1 μM PD0325901 (Stewart lab, Dresden), and 20 ng ml^−1^ of murine LIF (Hyvönen lab, Cambridge). N2B27 medium comprised 1:1 DMEM/F-12 and Neurobasal (ThermoFisher Scientific), 2 mM L-glutamine (ThermoFisher Scientific), 1x penicillin-streptomycin (Sigma-Aldrich), 0.1 mM 2-mercaptoethanol (ThermoFisher Scientific), 1% B27 (ThermoFisher Scientific) and 0.5% N2 (homemade). SL medium contained GMEM (Sigma-Aldrich), 10% fetal bovine serum (Labtech), 1x non-essential amino acids (ThermoFisher Scientific), 1 mM sodium pyruvate (Sigma-Aldrich), 2 mM L-glutamine, 1X penicillin-streptomycin, 0.1 mM 2-mercaptoethanol and 20 ng ml^−1^ of LIF. EpiSCs were cultured in FAX medium composed of N2B27 supplemented with 12.5 ng ml^−1^ Fgf2, 20 ng ml^−1^ Activin A (Hyvönen lab, Cambridge) and 6.25 μg ml^−1^ XAV 939 (Bio-Techne). 4-OHT (Sigma-Aldrich) was used at a concentration of 500 nM and InSolution JAKi I (Merck Millipore) at a concentration of 1 μM. During expansion of *Nanog*^flox/-^ cell lines, selection with 200 μg ml^−1^ G418 (ThermoFisher Scientific) was applied to select for pluripotent cells based on *Nanog* promoter activity at the null allele. For ESCs and iPSCs, tissue-culture flasks were coated with 0.1% gelatin (Sigma-Aldrich) in PBS (Sigma-Aldrich). For EpiSCs, tissue-culture flasks were coated with 10 μg ml^−1^ fibronectin (Merck Millipore) in PBS (Sigma-Aldrich).

#### Cell differentiation

For embryoid body differentiation, 1.5 × 10^6^ cells were plated on 10 cm low-attachment dishes in serum-containing medium without LIF. For differentiation in adherent monolayer culture, 6 × 10^5^ cells were plated on gelatin-coated 10 cm dishes in serum-free (N2B27) or N2B27 supplemented with Fgf2 and Activin A (FA). XY1 and XX1 ESCs were not passaged more than 3 times in 2iL prior to the differentiation assays.

#### Reprogramming

Embryo-derived male EpiSCs with *Rex1*+/dGFP reporter (Kalkan et al., 2017) were used that constitutively express the GY118F receptor transgene known to drive EpiSC reprogramming via STAT3 activation (Yang et al., 2010). For reprogramming, EpiSCs were plated at 10,000 cells per fibronectin-coated 6-well in FAX maintenance medium. The following day, reprogramming was induced by switch to 2iL plus GCSF (30 ng ml^−1^ human GCSF, Peprotech). On days 2, 3, 4, 5 and 6, multiple reprogramming wells were harvested using accutase, stained with DAPI to eliminate nonviable cells, and sorted by flow cytometry to isolate the *Rex1*-dGFP-positive subpopulation for further analysis. Parental EpiSCs and male *Rex1*+/dGFP ESCs were used as negative and positive gating controls respectively.

#### Embryos

Embryos were collected from CD1 female mice (Charles River Laboratories, UK). Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge (Procedure Project Licenses P76777883 and 80/2597).

### Method Details

#### RNA isolation, cDNA synthesis and qRT-PCR

Total RNA was isolated from cells using the RNeasy mini kit (QIAGEN) in accordance with the manufacturer’s protocol. One microgram of total RNA was reverse-transcribed using SuperScript III First-Strand Synthesis SuperMix (ThermoFisher Scientific). Reverse Transcription Quantitative Real-Time PCR (qRT-PCR) reactions were set up in triplicate using TaqMan Universal PCR Master Mix (ThermoFisher Scientific) and TaqMan gene expression assays (ThermoFisher Scientific). qRT-PCR experiments were performed on a StepOnePlus Real Time PCR System (ThermoFisher Scientific). Delta Ct (ΔCt) values compared to Gapdh were calculated and relative quantities calculated as 2 to the power of -ΔCt. The means of three values were calculated and normalized as indicated.

#### Flow cytometry

*Nanog*-GFP ESCs were resuspended in PBS containing 3.5% BSA (ThermoFisher Scientific) and sorting was performed using a MoFlo high-speed cell sorter (Beckman Coulter). A 514/10BP filter was used for GFP and a 580/30BP filter was used for autofluorescence. *Rex1*-dGFP positive reprogramming intermediates were sorted using a BD Influx 5 cell sorter (BD Biosciences). A 460/50 filter was used for DAPI and a 530/40 filter was used for GFP.

#### DNA extraction

In the case of the cell lines, DNA was isolated using the DNeasy Blood & Tissue Kit (QIAGEN) in accordance with the manufacturer’s protocol. In the case of the embryos, these were collected from the slides after RNA FISH and imaging and then lysed in 0.2% Triton X-100 and Proteinase K at 56°C for 10 minutes followed by 95°C for 15 minutes.

#### Gender PCR

Cell lines were sexed by PCR using primers Ube1XA and Ube1XB, which results in two products of distinct sizes from the Ube1x and Ube1y genes on the X and Y chromosome respectively (Chuma and Nakatsuji, 2001). PCR reactions were performed in a final volume of 20 μL with 100 ng of DNA, 1X CoralLoad buffer, 0.2 mM dNTPs, 0.35 μM primers and 2.5 units Taq DNA Polymerase (QIAGEN) and run on a thermal cycler with the following conditions: 94°C for 3 minutes, 30 cycles with 94°C for 30 s, 66°C for 30 s, and 72°C for 30 s, followed by 72°C for 10 minutes. In the case of the embryos 4 μL per embryo lysate were added to the PCR reaction. Products were electrophoresed on 2% agarose gel.

#### Western blotting

Dissociated cells were lysed in RIPA buffer (as described by Sigma-Aldrich) containing Complete-ULTRA protease-inhibitor and PhosStop phosphatase-inhibitor cocktails (Roche), and sonicated with Bioruptor200 (Diagenode) at high frequency, alternating 30 s on/off for 3 minutes. SDS-PAGE electrophoresis was performed using Bolt 10% Bis-Tris Plus gels (ThermoFisher Scientific) in a Novex MiniCell (ThermoFisher Scientific). Protein transfer was performed using semi-dry iBlot 2 system (ThermoFisher Scientific) and iBlot Transfer Stacks (ThermoFisher Scientific). The following primary antibodies dilutions were used: mouse monoclonal against α-Tubulin (1:5,000) from Abcam, rabbit polyclonal against NANOG (1:5,000) from Bethyl Laboratories, rabbit monoclonal against p-Y705-STAT3 (1:1,000) from Cell Signaling Technology, rabbit polyclonal against RNF12 (1:1,000) from Merck Millipore, and goat polyclonal against OCT4 (1:1,000) from Santa Cruz Biotechnology. Detection was achieved using HRP-linked secondary antibodies against the appropriate species (GE Healthcare) and ECL Plus Western Blotting Detection System (GE Healthcare).

#### *Xist* RNA FISH with double-stranded probe

Cells were plated on SuperFrost Plus Adhesion slides (ThermoFisher Scientific) and permeabilised in cytoskeletal buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl2, 10 mM PIPES) containing 0.5% Triton X-100 (Sigma-Aldrich), 1 mM EGTA pH 8 and vanadyl ribonucleoside (New England Biolabs) for 5 minutes on ice. They were subsequently fixed in 4% paraformaldehyde (Sigma-Aldrich) for 10 minutes, briefly washed in 1X PBS and dehydrated through 70, 80, 95, and 100% ethanol, after which the slides were air-dried. At this stage, a denatured *Xist* probe was applied onto the slides and these were incubated overnight at 37°C.

The probe was prepared by labeling plasmid DNA containing a mouse *Xist* exon 1 fragment sequence (kindly provided by Professor Neil Brockdorff, University of Oxford, UK) with a Biotin-Nick Translation Mix (Sigma-Aldrich) according to manufacturer’s instructions and non-incorporated nucleotides were removed with Illustra MicroSpin S-300 HR columns (GE Healthcare). To 20 ng of probe, 10 μg of sheared salmon sperm DNA (ThermoFisher Scientific) and 3 μg of mouse Cot-1 DNA (ThermoFisher Scientific) were added. Finally, the probe was dehydrated by vacuum and resuspended in deionized formamide (VWR). Before applying to the slide, the probe was denatured at 80°C and 2X hybridization buffer (4X SSC, 20% dextran sulfate, 2 mg ml^-1^ BSA, 2 mM vanadyl ribonucleoside) was added.

The following day, the slides were washed at 42°C in 2X SSC/50% formamide for 15 minutes, then three times in 2X SSC for 5 minutes each. They were then transferred to 4X SSC/0.1% Tween 20 at room temperature and blocked in 4 mg ml^-1^ BSA in 4X SSC/0.1% Tween 20 at 37°C for 30 minutes. Probe detection was performed by first applying Avidin conjugated to Texas Red (1:500, Vector Laboratories), then a biotinylated anti-avidin antibody (1:200, Vector Laboratories), followed by a second layer of Avidin-Texas Red. All detection reagents were diluted in 4 mg ml^-1^ BSA in 4X SSC/0.1%Tween 20 and incubated at 37°C for 30 minutes followed by three washes in 4X SSC/0.1% Tween 20 in between each step. Finally, the slides were mounted in Vectashield Mounting Medium containing DAPI (Vector Laboratories).

#### RNA FISH with single-stranded probe

RNA FISH protocol was modified from the Stellaris (Biosearch Technologies) protocol for adherent mammalian cells. Cells were plated on SuperFrost Plus Adhesion slides (ThermoFisher Scientific) and fixed in 4% PFA (Sigma-Aldrich) at room temperature for 10 minutes. They were subsequently washed in 1X PBS and permeabilised in cytoskeletal buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl2, 10 mM PIPES) containing 0.5% Triton X-100, 1 mM EGTA pH 8 and vanadyl ribonucleoside (New England Biolabs) for 5 minutes on ice. Following washing in 1X PBS, they were incubated in 70% ethanol at 4°C overnight. Cells were incubated in 10% formamide (VWR) in 2X SSC (Sigma-Aldrich) for 10 minutes and then in 250 nM Stellaris Probes diluted in 100 mg mL^−1^ dextran sulfate (MP Biomedicals) and 10% formamide in 2X SSC at 37°C overnight. *Xist* was recognized using Stellaris FISH Probes labeled with either Quasar 570 or Quasar 670 (BioSearch Technologies). *Rnf12*, *Nexmif*, *Nsdhl*, *Wbp5* and *Huwe1* were recognized using Custom Stellaris FISH Probes labeled with Quasar 570 (BioSearch Technologies). The sequences of 48 oligonucleotides designed against unique intronic sequences using the online Stellaris Probe Designer tool (BioSearch Technologies). The *Rnf12* and *Huwe1* probes sequences were kindly provided by Prof. Neil Brockdorff and Dr. Tatyana Nesterova (University of Oxford, UK). After hybridization, cells were incubated in 10% formamide in 2X SSC at 37°C for 30 minutes followed by a wash in 2X SSC at room temperature for 5 minutes. Cells were mounted with Vectashield Antifade Mounting Medium with DAPI (Vector Laboratories).

#### RNA FISH of mouse embryos

Mouse embryos were collected from CD1 mice and fixed in 4% PFA at room temperature for 15 minutes. Embryos were further processed for RNA FISH using Stellaris probes (BioSearch Technologies) according to the procedure described above.

#### Immunofluorescence

Immunofluorescence was always performed in combination with RNA FISH using Stellaris probes. Sequential immunofluorescence and RNA FISH protocol was modified from the Stellaris (Biosearch Technologies) protocol for adherent mammalian cells. Cells were fixed and permeabilised as for RNA FISH. They were then washed in 1X PBS and incubated with primary antibody diluted in 1X PBS at 37°C for 2 hours. Primary antibodies were used as follows: rabbit polyclonal against H3K27me3 (1:500) from Merck Millipore, rabbit polyclonal against H3K27ac (1:500) from Abcam, rat monoclonal against NANOG (1:300) from ThermoFisher Scientific, rabbit monoclonal against OCT4 (1:300) from Cell Signaling Technology and rabbit monoclonal against cleaved CASPASE-3 (1:100) from Cell Signaling Technology. Following washing in 1X PBS, cells were incubated with secondary antibody diluted in 1X PBS at 37°C for 1 hour. An appropriate Alexa Fluor conjugated secondary antibody (1:1,000) from ThermoFisher Scientific was used. Cells were then washed in 1X PBS and fixed again in 4% PFA at room temperature for 10 minutes. Following washing with 1X PBS, RNA FISH protocol was carried out as described above, starting from the incubation in 10% formamide in 2X SSC.

#### Metaphase spread

ESCs were plated onto a gelatinised 6-well 2 days prior preparation of the chromosome spreads. Cultures were then arrested in metaphase by addition of 0.5 μg mL^−1^ KaryoMAX colcemid (ThermoFisher Scientific) and incubation at 37°C for 3 hours. Cell were then washed in PBS, harvested with accutase and centrifuged at 300 g for 5 minutes. Following aspiration of the supernatant, the pellet was resuspended in 5 mL of 0.075 M KCl solution and incubated at 37°C for 15 minutes. Then 100 μL of ice cold methanol:glacial acetic acid (3:1) fixative solution were added drop-wise followed by an incubation on ice for 10 minutes. Following incubation, cells were centrifuged at 300 g for 5 minutes, supernatant was aspirated leaving 500 μL in the tube and 5 mL of fixative solution were added to the cells. Again 500 μL of the supernatant were kept in the tube after centrifugation and spread onto a glass slide. After at least 3 hours at room temperature, the slide was stained or stored at −20°C for further analysis.

#### DNA FISH chromosome painting

Prior to X and Y chromosome painting, immune RNA FISH was performed, slides were imaged and x-y coordinates were marked for future reference. After removal of the coverslip, slides were washed in 2X SSC at room temperature. X and Y chromosome painting was also performed on metaphase spreads. Slides were dehydrated through an ice-cold ethanol series (70%, 80%. 95% and 100%) for 3 minutes each and then allowed to air dry. X and/or Y chromosome paint probe (Metasystems) was added to the slide, denaturation was carried out at 75°C for 2 minutes and slides were incubated at 37°C overnight. After hybridization, slides were incubated in 0.4X SSC at 72°C for 2 minutes followed by a wash with 0.05% Tween-20 in 2X SSC at room temperature for 30 s. Slides were rinsed in water, allowed to air dry and mounted with Vectashield Antifade Mounting Medium with DAPI (Vector Laboratories).

#### Microscopy and image analysis

Images were taken with an Eclipse Ti Spinning Disk confocal microscope (Nikon) equipped with an Andor Revolution XD System using either 40X or 60X objectives. Images were processed and analyzed with ImageJ. Presented images are maximum intensity projections of Z stack slices or, in the case of embryos, selected Z stack slices. Scoring of RNA FISH signals was done by eye from images.

#### RNA-seq

RNA integrity was assessed on a Qubit Fluorometer (ThermoFisher Scientific) and Agilent Bioanalyzer Nano Chips (Agilent Technologies). Depletion of ribosomal RNA was performed on 2-5 μg of total RNA using the Ribo-Zero rRNA Removal Kit (Illumina) and libraries were produced from 10-100ng of ribosomal-depleted RNA using NextFlex Rapid Directional RNA-seq Kit (Bioo Scientific) with 12 cycles of PCR amplification. Libraries were pooled in equimolar quantities and sequenced on the HiSeq4000 platform (Illumina) at CRUK.

### Quantification and Statistical Analyses

Where indicated, statistical analysis was performed by Fisher’s exact test using GraphPad Prism. “n” values in figures represent the number of embryos or number of cells analyzed. All qRT-PCR data represent the mean of three technical replicates. All error bars represent ± standard deviation (SD).

#### RNA-seq analysis

RNA-seq reads were adaptor-trimmed with TrimGalore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore) and mapped to the mouse reference genome (GRCm38/mm10) with TopHat2 (https://ccb.jhu.edu/software/tophat) allowing for one mismatch and alignments guided by Ensembl gene models (Ensembl release 82). Strand-specific read counts were obtained with featureCounts (http://bioinf.wehi.edu.au/featureCounts). Transcript counts were normalized, and the statistical significance of differential expression between samples was assessed using the R Bioconductor DESeq2 package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Transcript counts normalized by DESeq2 size factors were subsequently normalized by their length/1000. Principal component analysis (PCA) was performed by singular value composition using the R prcomp() function on scaled expression values.

### Data and Software Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE109173.

# Supplementary material for: Exit from Naive Pluripotency Induces a Transient X Chromosome Inactivation-like State in Males
**Source:** Cell Stem Cell. 2018 Jun 1;22(6):919–928.e6. doi: 10.1016/j.stem.2018.05.001
**Supplement:** Document S2. Article plus Supplemental Information

# Exit from Naive Pluripotency Induces a Transient X Chromosome Inactivation-like State in Males

## Graphical Abstract

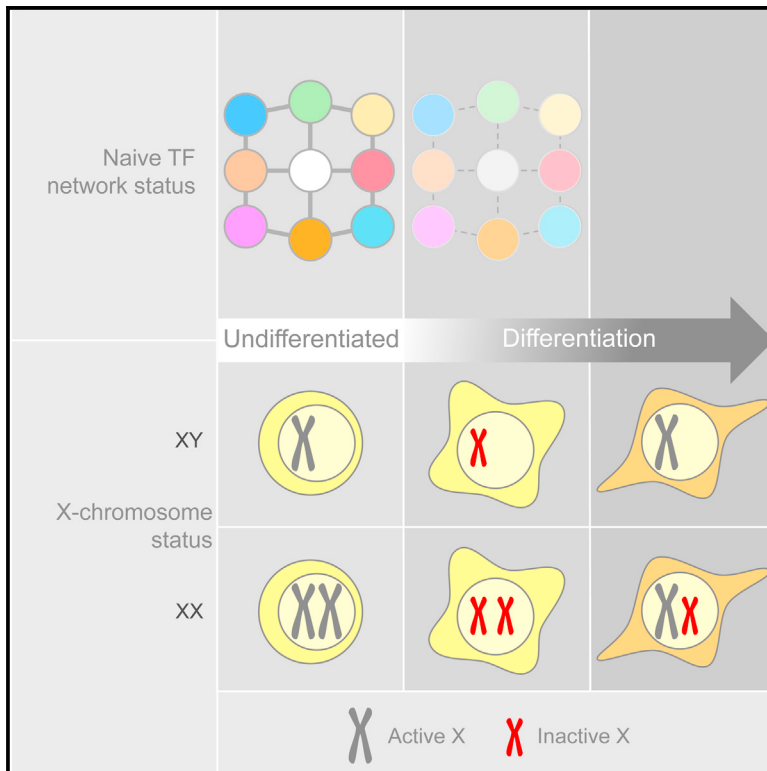

## Authors

Elsa J. Sousa, Hannah T. Stuart,  
Lawrence E. Bates,  
Mohammadmehdi Ghorbani,  
Jennifer Nichols, Sabine Dietmann,  
José C.R. Silva

## In Brief

Silva and colleagues report that the initiation of X chromosome inactivation takes place in males and on both X chromosomes in females. This is transient and rapid and is triggered by downregulation of naive pluripotent transcription factors during the onset of differentiation.

## Highlights

- A robust naive pluripotent transcription factor network abolishes expression of Xist
- Xist accumulates on the male X and both female Xs at the onset of differentiation
- Males undergo transient and rapid partial XCI
- Male XCI is triggered by downregulation of the naive identity

# Exit from Naive Pluripotency Induces a Transient X Chromosome Inactivation-like State in Males

Elsa J. Sousa,<sup>1,2</sup> Hannah T. Stuart,<sup>1,3</sup> Lawrence E. Bates,<sup>1,3</sup> Mohammadmehdi Ghorbani,<sup>1</sup> Jennifer Nichols,<sup>1,4</sup> Sabine Dietmann,<sup>1</sup> and José C.R. Silva<sup>1,3,5,\*</sup>

<https://doi.org/10.1016/j.stem.2018.05.001>

## SUMMARY

A hallmark of naive pluripotency is the presence of two active X chromosomes in females. It is not clear whether prevention of X chromosome inactivation (XCI) is mediated by gene networks that preserve the naive state. Here, we show that robust naive pluripotent stem cell (nPSC) self-renewal represses expression of *Xist*, the master regulator of XCI. We found that nPSCs accumulate *Xist* on the male X chromosome and on both female X chromosomes as they become NANOG negative at the onset of differentiation. This is accompanied by the appearance of a repressive chromatin signature and partial X-linked gene silencing, suggesting a transient and rapid XCI-like state in male nPSCs. In the embryo, *Xist* is transiently expressed in males and in females from both X chromosomes at the onset of naive epiblast differentiation. In conclusion, we propose that XCI initiation is gender independent and triggered by destabilization of naive identity, suggesting that gender-specific mechanisms follow, rather than precede, XCI initiation.

## INTRODUCTION

In order to achieve dosage compensation, female mammals have one inactive X chromosome (Xi). However, in female murine embryos, the Xi is reactivated in the pre-implantation blastocyst (Mak et al., 2004; Okamoto et al., 2004) specifically in the cells of the naive pluripotent epiblast (Silva et al., 2009). Their *in vitro* counterpart, naive pluripotent stem cells (nPSCs), retain this embryonic feature, making them an excellent model system to study X chromosome inactivation (XCI). XCI is initiated upon differentiation of female nPSCs and is characterized by monoallelic upregulation of *Xist*, the non-coding RNA which coats the future Xi in cis (Panning et al., 1997; Sheardown et al., 1997). In contrast, *Xist* expression is extinguished during differentiation of male nPSCs.

The link between a naive pluripotent cellular identity and the lack of a Xi in females is still poorly understood. In the pre-implantation blastocyst, reactivation of the Xi occurs in cells expressing the nPSC marker NANOG (Silva et al., 2009). Moreover, NANOG and other members of the naive transcriptional network were found to bind to *Xist* intron 1 (Navarro et al., 2008). Deletion of *Nanog* and *Oct4* was shown to induce a moderate upregulation of *Xist* (Navarro et al., 2008), but deletion of *Xist* intron 1 was shown to be dispensable for XCI and did not affect *Xist* expression (Minkovsky et al., 2013).

X chromosome reactivation (XCR) is also a feature during *in vitro* nuclear reprogramming to naive pluripotent cell identity (Tada et al., 2001). The general consensus is that naive pluripotent gene regulators must play a role both *in vivo* and *in vitro* XCR (Navarro et al., 2008, 2010, 2011; Pasque and Plath, 2015; Pasque et al., 2014; Payer et al., 2013; Silva et al., 2009).

Studies investigating the process of XCI have largely been conducted *in vitro* and using nPSCs cultured in serum/LIF (SL) conditions. This is known to be suboptimal, as it induces transcriptional heterogeneity of pluripotency factors (Chambers et al., 2007), promotes an overall weak naive transcription factor (TF) network in which spontaneous differentiation and increased expression of lineage markers are observed (Marks et al., 2012), and exhibits epigenetic constraints (Ficz et al., 2013; Habibi et al., 2013; Leitch et al., 2013; Marks et al., 2012). It is also known to reduce reprogramming efficiency (Silva et al., 2008) and to decrease the ability of nPSCs to enter embryonic development (Alexandrova et al., 2016). Using defined serum-free medium containing LIF and inhibitors of mitogen-activated protein kinase signaling and glycogen synthase kinase-3 $\beta$  (2iL), these limitations have been overcome (Silva et al., 2008; Silva et al., 2009; Ying et al., 2008). 2iL acts on the TF network governing the naive identity by boosting its expression (Martello and Smith, 2014). In addition, nPSCs cultured in 2iL exhibit a transcriptional signature that is similar to the naive pluripotent epiblast (Boroviak et al., 2015). However, it is unknown whether increased transcriptional homogeneity and pluripotent TF robustness have an impact on the process of XCI.

Here, we assessed the relationship between naive pluripotent cell identity and the process of XCI. This uncovered unexpected XCI events during differentiation of both male and female nPSCs.

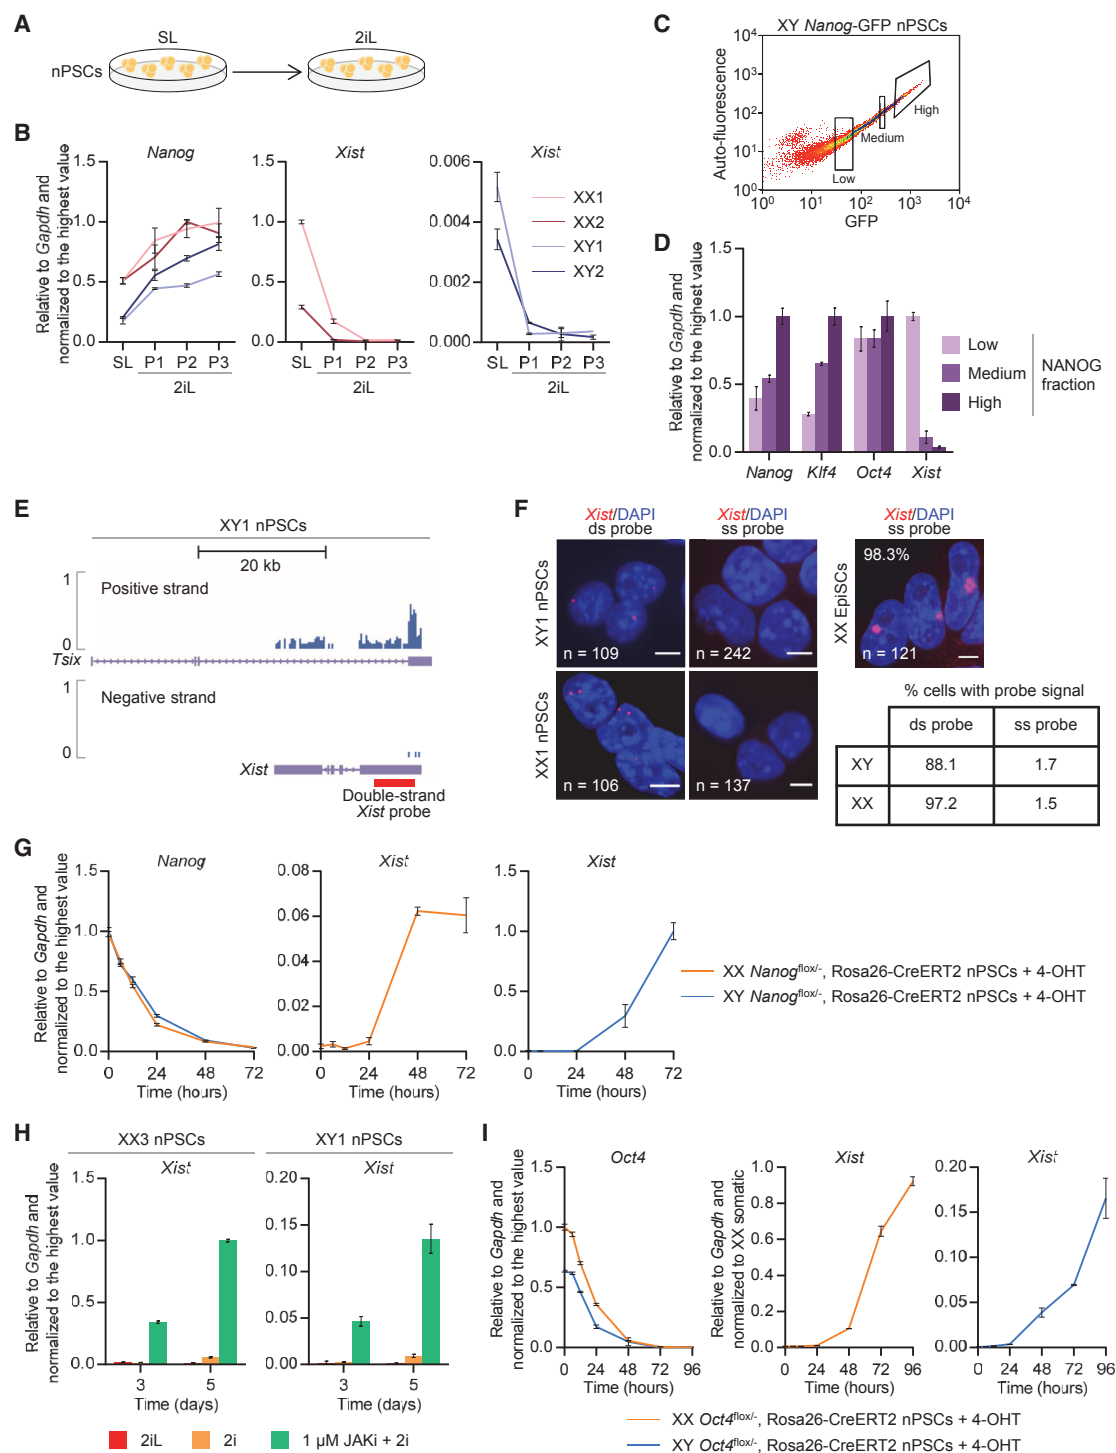

**Figure 1. *Xist* Expression Is Abolished by a Robust Naive Pluripotent Network**

(A) Schematic illustrating the experiment performed to evaluate the impact of the nPSC culture conditions on the expression of *Xist*. (B) qRT-PCR analysis of *Nanog* and *Xist* in XX1, XX2, XY1, and XY2 ESC lines in SL versus 2iL. P indicates number of passages in 2iL. Error bars represent  $\pm$  SD. (C) Flow cytometry analysis of male SL *Nanog*-GFP ESCs and subsequent sorting into three *Nanog*-GFP populations: low, medium, and high. (D) qRT-PCR analysis of *Nanog*, *Klf4*, *Oct4*, and *Xist* in low, medium, and high *Nanog*-GFP ESCs. Error bars represent  $\pm$  SD. (E) Strand-specific RNA-seq showing expression of the positive and negative strands at the *Xist* locus in male 2iL ESCs. The double-strand *Xist* probe used in (F) is represented in red.

(legend continued on next page)

These observations impact our understanding of XCI and its relationship with the naive pluripotent identity.

## RESULTS

### Robust nPSC Self-Renewal Abolishes *Xist* Expression

To evaluate the impact of gene expression homogeneity and increased naive pluripotent gene expression on the levels of *Xist*, we analyzed two male and two female SL-derived embryonic stem cell (ESC) lines before and after passaging in 2iL (Figures 1A, S1A, and S1B). As expected, upregulation of naive pluripotent network components was observed after transferring cells from SL to 2iL (Figures 1B and S1C). Remarkably, 2iL conditions led to repression of *Xist* in both male and female ESCs after only one passage (Figure 1B).

ESCs in SL present heterogeneous levels of naive markers (Chambers et al., 2007), rendering these cells a useful tool to study the relationship between naive network status and *Xist* expression. Male SL ESCs with *Nanog*-GFP reporter were sorted into low, medium, and high GFP populations (Figures 1C and S1D). *Oct4* levels were maintained in all three fractions, whereas the pluripotency factor *Klf4* positively correlated with *Nanog* expression (Figure 1D). Interestingly, *Xist* expression was 28-fold lower in *Nanog*-high than *Nanog*-low cells (Figure 1D).

To validate the qRT-PCR data, we performed strand-specific RNA sequencing (RNA-seq) in 2iL-cultured male nPSCs. This clearly showed that expression at the *Xist* locus was exclusively antisense (Figure 1E). We also analyzed the pattern of *Xist* by RNA fluorescence *in situ* hybridization (FISH) using a single-strand (ss) *Xist*-specific probe and a conventional double-strand (ds) probe detecting *Xist* exon 1 and also any present antisense transcript. When using the ds probe and depending on the gender, one or two pinpoints were detected in 88% or 97% of cells, respectively (Figure 1F). In contrast, with the ss probe, *Xist* was detected in less than 2% of cells (Figure 1F). Together, these data demonstrate that *Xist* is not expressed in robust self-renewing nPSCs.

2iL culture medium allows the removal of otherwise essential components of the naive TF network (Ying et al., 2008). Thus, we assessed the effect of the withdrawal of these on *Xist* expression over 3 days. We performed 4-hydroxytamoxifen (4-OHT)-mediated Cre deletion of *Nanog* from *Nanog*<sup>fllox/-</sup>, Rosa26-CreERT2 ESCs (Figures 1G and S1F–S1H). We found an inverse correlation between the expression of *Nanog* and *Xist*, which was highly upregulated in both females and males (Figure 1G). As expected, *Nanog* deletion also had an effect on the expression of its downstream targets such as *Klf4* and *Esrrb*, but not on *Oct4* or other naive pluripotency genes (Figure S1H).

JAK/STAT3 signaling plays an important role in the maintenance of pluripotency (Martello and Smith, 2014). In addition,

activated STAT3 (p-STAT3) and its downstream target genes have binding sites within the X-inactivation center (XIC) that harbors *Xist* and other genes involved in its regulation (Sánchez-Castillo et al., 2015). Here, inhibition of JAK/STAT3 signaling was achieved by treatment of ESCs with a JAK inhibitor (JAKi) and confirmed by depletion of p-STAT3 (Figures 1H, S1I, and S1J) and downregulation of its target *Socs3* (Figure S1K). Interestingly, treatment with 1  $\mu$ M JAKi induced upregulation of *Xist* in both female and male ESC lines (Figure 1H).

Overall, these data show that perturbing the naive pluripotent network leads to a sharp upregulation of *Xist* in both male and female ESCs. However, inhibition of JAK/STAT3 signaling also impacted expression of naive factors, such as *Oct4* (Figure S1K), which are known to be required for the integrity of the pluripotency network. This raised the need to investigate whether the observed sharp upregulation of *Xist* in males is indeed associated with a weaker but nonetheless naive identity or/and a consequence of naive cell differentiation. To investigate this, we analyzed *Xist* expression kinetics upon 4-OHT-mediated Cre deletion of *Oct4* in male and female *Oct4*<sup>fllox/-</sup>, Rosa26-CreERT2 ESCs (Figures 1I, S1L, S1M, and S1N). In this context, the naive network collapses and cells lose the naive identity. Importantly, concomitantly with *Oct4* deletion, both female and male cells exhibited a striking increase in the expression of *Xist* (Figure 1I). In males, this reached 16% of *Xist* female somatic cell levels.

Together, these data link the loss of naive gene expression and identity to the upregulation of *Xist*.

### *Xist* Is Highly Expressed in a Transient and Rapid Fashion at the Onset of Male nPSC Differentiation

It is defined in the literature that *Xist* is repressed as male nPSCs undergo differentiation both *in vivo* and *in vitro* (Panning et al., 1997; Sheardown et al., 1997). Intriguingly, our results above showed a surprisingly high upregulation of *Xist* in males with a compromised naive network, leading us to revisit the kinetics of *Xist* expression during male nPSC differentiation. To address this, we induced differentiation of male ESCs that had previously been cultured in either traditional SL or optimal 2iL (Figure 2A). Surprisingly, a striking upregulation of *Xist* was observed in differentiating male 2iL ESCs (Figure 2B). Moreover, this was independent of the differentiation condition applied. *Xist* upregulation was transient and rapid, occurring between 1.5 and 2 days after induction of differentiation (Figure 2B). Although less apparent, this pattern was also observed in differentiating male SL ESCs (Figure 2B). These results were confirmed using independent male ESC and induced pluripotent stem cell (iPSC) lines (Figures S2A and S2B).

Recent reports highlighted that erosion of imprints can occur during the culture of nPSCs (Choi et al., 2017; Yagi et al.,

(F) RNA FISH in male and female 2iL ESCs with a double-strand (ds) probe (left) or with a single-strand (ss) probe detecting only *Xist* (right). The percentage of cells with probe signal is indicated. Female EpiSCs were used as a control for the ss probe. The scale bar represents 5  $\mu$ m.

(G) qRT-PCR analysis of *Nanog* and *Xist* in female and male *Nanog*<sup>fllox/-</sup>, Rosa26-CreERT2 ESCs in 2iL at indicated time points following treatment with 4-OHT. Error bars represent  $\pm$  SD.

(H) qRT-PCR analysis of *Xist* in XX3 and XY1 ESCs in 2iL, 2i or after 3 and 5 days in 1  $\mu$ M JAKi + 2i. Error bars represent  $\pm$  SD.

(I) qRT-PCR analysis of *Oct4* and *Xist* in female and male *Oct4*<sup>fllox/-</sup>, Rosa26-CreERT2 ESCs in 2iL at indicated time points following treatment with 4-OHT. Female somatic cells were used as control for *Xist* expression. Error bars represent  $\pm$  SD.

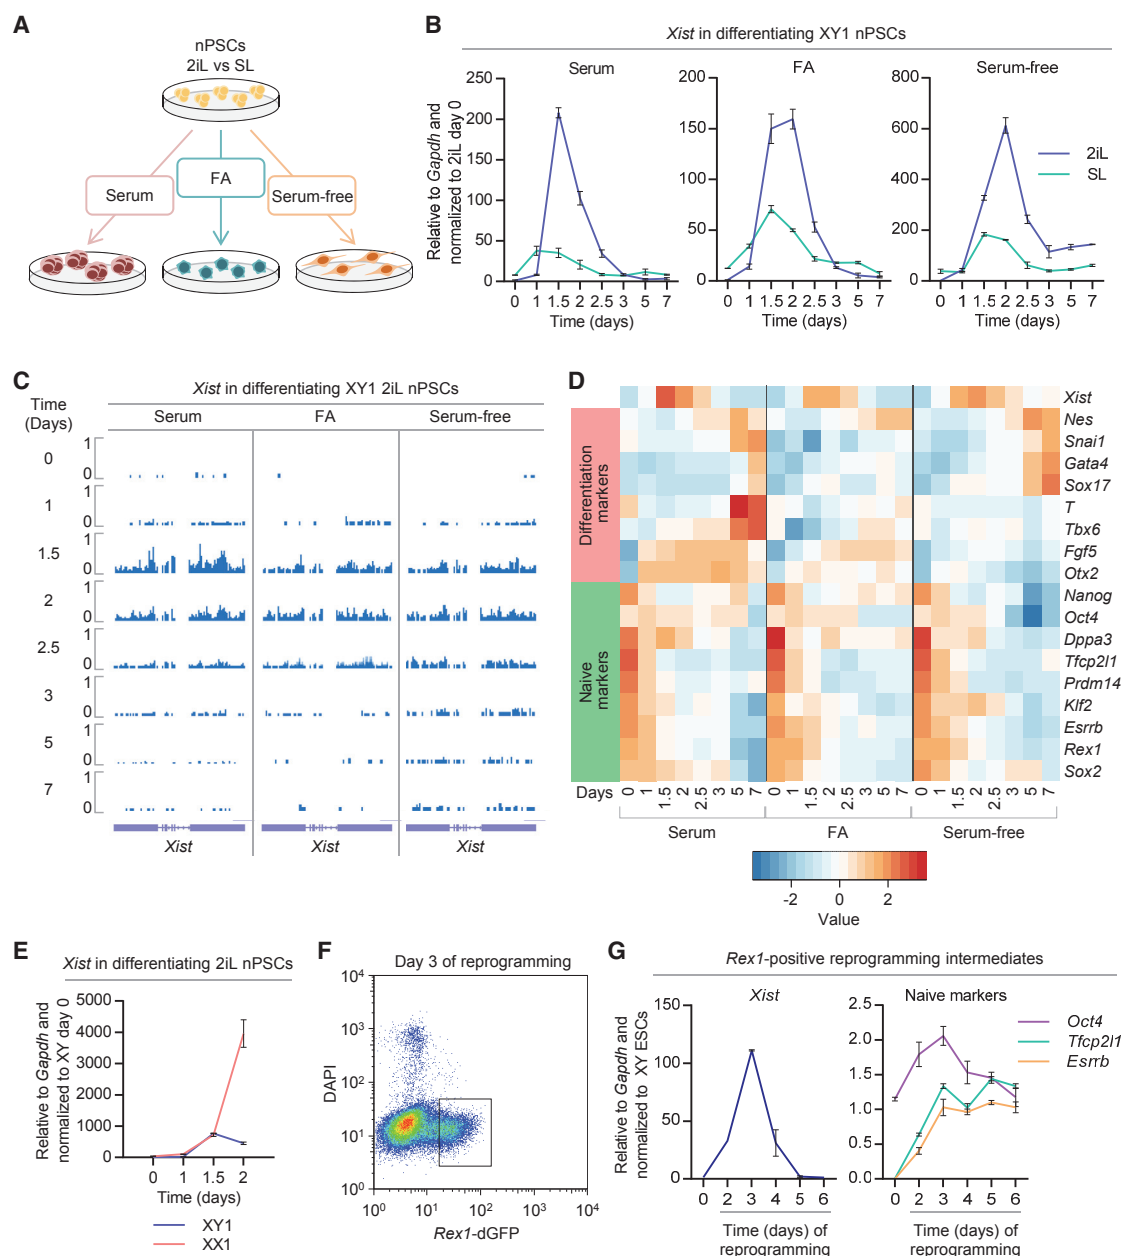

**Figure 2. *Xist* Is Transiently and Rapidly Upregulated in Male nPSC Differentiation and Male EpiSC Reprogramming**

(A) Schematic illustrating three conditions employed to differentiate 2iL and SL nPSCs: suspension culture in serum to generate EBs or adherent monolayer culture in serum-free media  $\pm$  Fgf2+ActivinA (FA).

(B) qRT-PCR analysis of *Xist* during differentiation of male ESCs in three different conditions. Before differentiation, ESCs were maintained in 2iL or SL conditions, as indicated. Error bars represent  $\pm$  SD.

(C) Strand-specific RNA-seq (negative strand only) showing expression of *Xist* during differentiation of male 2iL ESCs in three different conditions. Scale represents reads per million (RPM).

(D) Heatmap showing expression profile of *Xist*, differentiation markers, and naive markers during differentiation of male 2iL ESCs, as indicated. Scale represents Z scores of log2-transformed expression values.

(E) qRT-PCR analysis of *Xist* during EB differentiation of male versus female 2iL ESCs. Error bars represent  $\pm$  SD.

(F) Flow cytometry analysis of male GY118F *Rex1*+/*dGFP* EpiSCs following reprogramming induction with GCSF in 2iL. Cells were sorted at different time points, with *Rex1*-dGFP reporter activation indicating the subset of cells successfully transitioning to the naive identity. A representative plot from day 3 is shown.

(G) qRT-PCR analysis of *Xist* and naive markers (*Oct4*, *Tfcp2l1*, and *Esrrb*) in male *Rex1*-positive reprogramming intermediates at different time points after induction of reprogramming with 2iL+GCSF/GY118F. Parental EpiSCs (day 0) and ESCs in 2iL were used as controls. Error bars represent  $\pm$  SD.

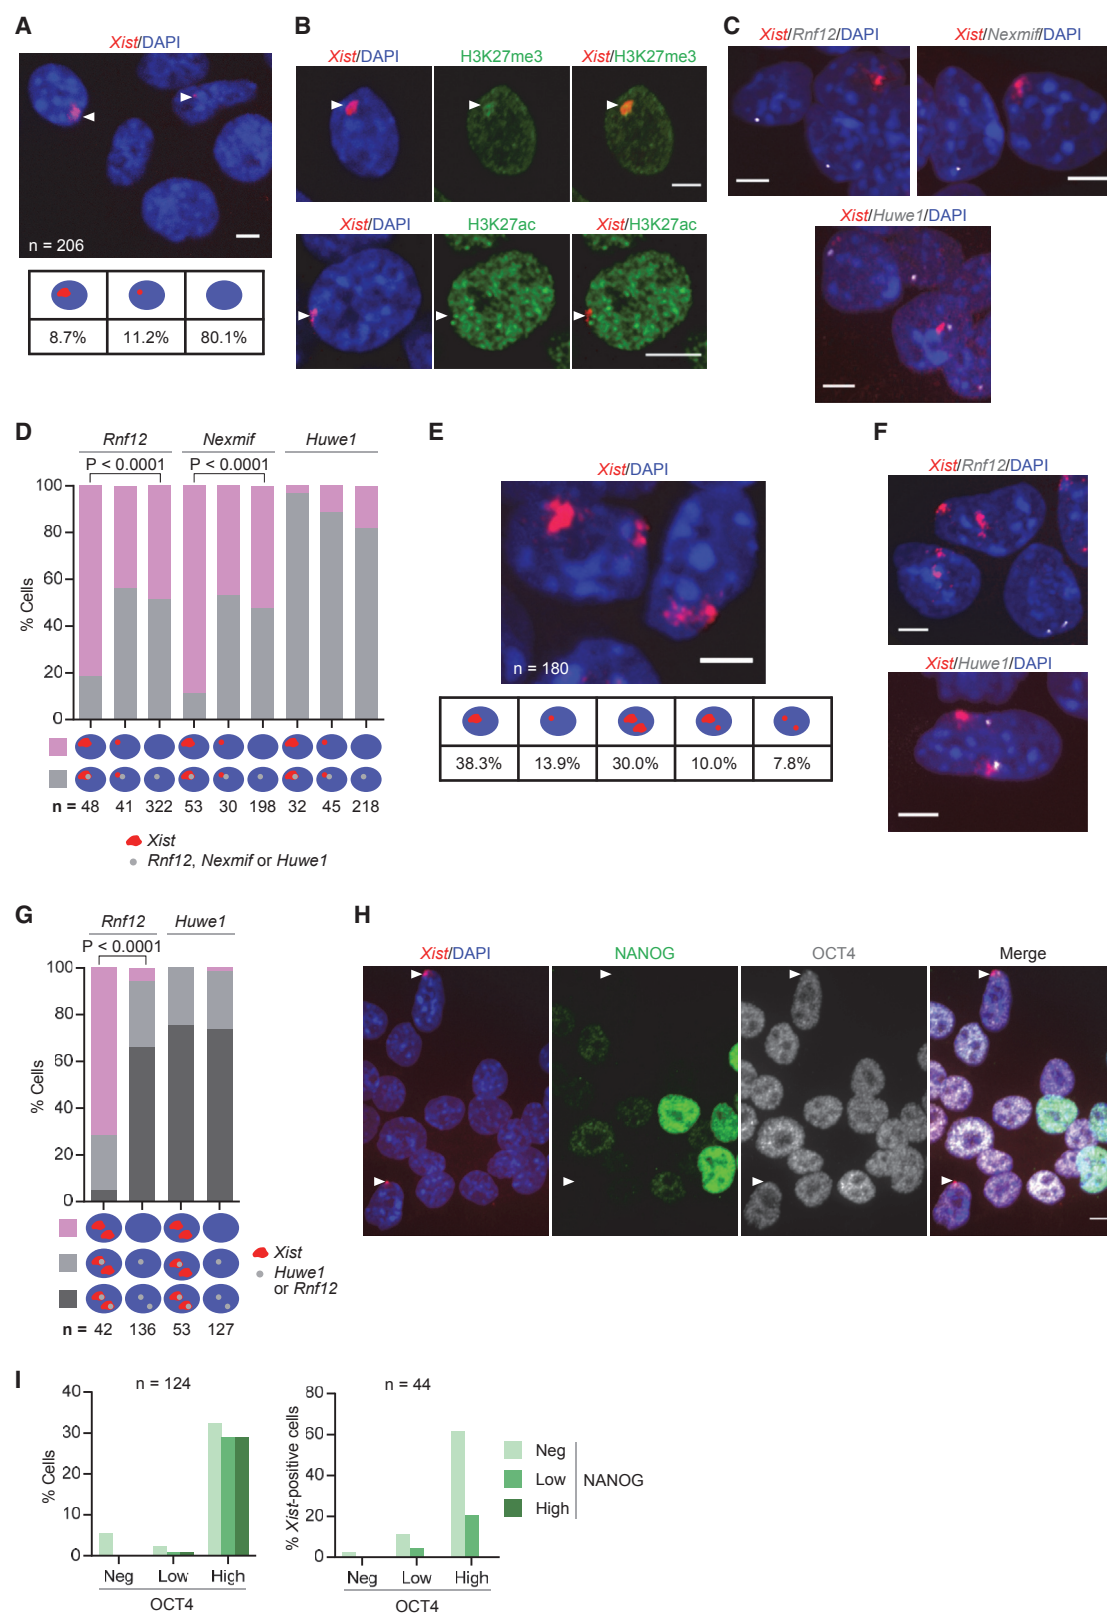

**Figure 3. Males Undergo Transient XCI**

(A) RNA FISH for *Xist* (red) in male 2iL ESCs at 1.5 days of differentiation in FA using a strand-specific probe. White arrowheads indicate *Xist* signals. Quantification of the different *Xist* RNA patterns is shown.

(legend continued on next page)

2017). However, *Xist* is unlikely to have its expression pattern affected, as it is not an imprinted gene in either the naive epiblast or nPSCs.

Independent differentiation time courses were analyzed by strand-specific RNA-seq. In agreement with the qRT-PCR data, when male 2iL ESCs are differentiated, there is a surge of *Xist* expression that starts 1.5 days following induction of differentiation and lasts approximately 12 hr (Figure 2C). Principal-component analysis (PCA) based on differentially expressed genes showed that 2iL ESCs have a more undifferentiated starting point in relation to SL ESCs (Figure S2C), which corroborates our qRT-PCR data showing that transferring nPSCs from SL to 2iL increases the expression of naive pluripotency markers. The expression of known regulators of *Xist* was also analyzed. *Ftx*, *Jpx*, and *Tsx* also appear to be downregulated by 2iL conditions in comparison to SL at day 0 (Figure S2D). Upon differentiation, positive and negative regulators of *Xist* are also transiently upregulated (Figures S2D–S2F). Global analysis of the expression pattern of long non-coding RNAs showed that *Xist* follows a pattern during differentiation that is distinct from other long non-coding RNAs (Figure S3A).

To position *Xist* upregulation in the sequence of events taking place during differentiation, we compared its timing relative to naive pluripotent and lineage marker gene expression (Figure 2D). Importantly, downregulation of the naive pluripotency factors *Sox2*, *Nanog*, *Rex1*, *Esrrb*, *Klf2*, *Prdm14*, and *Tfcp2l1* preceded *Xist* upregulation. In contrast, expression of lineage markers was detected only after *Xist* upregulation. In combination with the effects of naive network perturbations on *Xist* expression (Figure 1), these results indicate that the upregulation of *Xist* observed in male cells upon induction of differentiation is caused by a weakening naive pluripotent network.

The differentiation experiments were also performed in a female ESC line. Remarkably, 1.5 days after induction of embryoid body (EB) differentiation, *Xist* expression reaches very similar levels in male and female cells (Figure 2E). However, while *Xist* expression keeps increasing in female cells, it starts declining in male cells.

Together, these results reveal that at the onset of differentiation, males upregulate *Xist* at a level similar to that of females.

### ***Xist* Is Transiently Upregulated during Reprogramming of Male Cells**

The aforementioned mechanistic association between a functional naive TF network and the repression of *Xist* led us to investigate whether these are correlated in the context of reprogramming to naive pluripotency in 2iL. We analyzed the productive

reprogramming intermediates of male EpiSCs using STAT3 activation (Yang et al., 2010) and *Rex1*-dGFP reporter activity (Kalkan et al., 2017) to induce and monitor reprogramming, respectively (Figures 2F and S3B). As expected, *Xist* was repressed in both male EpiSCs and control ESCs (Figure 2G). However, in productive reprogramming intermediates, *Xist* was sharply upregulated (Figure 2G) prior to establishment of a consolidated nPSC identity. It is possible that this is due to loss of tight control of gene expression. Alternatively, it could reflect the fragile nature of the nascent naive network during reprogramming.

### **Male X Chromosome Exhibits Hallmarks of XCI upon *Xist* Upregulation**

Next, we analyzed whether the observed *Xist* upregulation in males was linked to events associated with the initiation of XCI as previously described for females. To look at this, we assessed the nuclear pattern of *Xist* by RNA FISH. Surprisingly, 1.5 days after male 2iL ESCs were induced to differentiate in FA, 20% of cells showed *Xist* RNA expression. Interestingly, nearly half of these exhibited *Xist* RNA clouds, with various sizes, characteristic of XCI (Figure 3A). Although in a smaller proportion, male SL ESCs induced to differentiate also exhibited cells showing *Xist* RNA accumulation (Figure S4A). Appearance of an *Xist* RNA cloud during male nPSC differentiation has been reported before (Monkhorst et al., 2008). However, the percentage of cells exhibiting this pattern was less than 0.5%, a much smaller proportion than reported in this study. The difference in the results could be explained by the homogeneity and robust self-renewal of our 2iL nPSC cultures and by the choice of time point to conduct the analysis.

Another event associated with XCI in females is accumulation of the repressive histone mark trimethyl-H3K27 (H3K27me3) (Plath et al., 2003; Silva et al., 2003) on the future Xi. Interestingly, H3K27me3 accumulation was observed in 63% of male cells showing *Xist* RNA cloud (Figures 3B, S4B, and S4C).

We then addressed the status of acetyl-H3K27 (H3K27ac), which is a mark of active enhancers (Creyghton et al., 2010). This was found hypoacetylated at the male *Xist* RNA cloud (Figures 3B, S4B, and S4D). Together, these results indicate that a silencing epigenetic signature has formed in the *Xist*-coated male X chromosome.

To examine whether *Xist* accumulation was inducing gene silencing, we performed RNA FISH analysis for nascent transcripts of 5 X-linked genes (*Rnf12*, *Nexmif*, *Nsdhl*, *Wbp5*, and *Huwe1*). The percentage of cells expressing *Rnf12*, *Nsdhl*, and *Nexmif* was between 3- and 4-fold lower in male cells showing *Xist* cloud than in male cells lacking *Xist* accumulation, and in

- (B) Immuno-RNA FISH for *Xist* (red) and H3K27me3 or H3K27ac (green) in male 2iL ESCs at 1.5 days of differentiation in FA. White arrowheads indicate *Xist* cloud.
- (C) RNA FISH for *Xist* (red) and *Rnf12*, *Nexmif*, or *Huwe1* (grayscale) in male 2iL ESCs at 1.5 days of differentiation in FA.
- (D) Quantification of RNA FISH patterns for the X-linked genes *Rnf12*, *Nexmif*, or *Huwe1* and *Xist* as shown in (C). Gray indicates the presence of *Rnf12/Nexmif/Huwe1* signal, and pink indicates the absence of *Rnf12/Nexmif/Huwe1* signal.
- (E) RNA FISH for *Xist* (red) in female 2iL ESCs at 1.5 days of differentiation in FA using ss probe. Quantification of different *Xist* RNA patterns is shown.
- (F) RNA FISH for *Xist* (red) and *Rnf12* or *Huwe1* (grayscale) in female 2iL ESCs at 1.5 days of differentiation in FA.
- (G) Quantification of RNA FISH patterns for X-linked genes *Rnf12* or *Huwe1* and *Xist* as shown in (F). Dark gray indicates biallelic *Rnf12/Huwe1* signal, light gray indicates monoallelic *Rnf12/Huwe1* signal, and pink indicates the absence of *Rnf12/Huwe1* signal.
- (H) Immuno-RNA FISH for *Xist* (red), NANOG (green), and OCT4 (grayscale) in male 2iL ESCs at 1.5 days of differentiation in FA. White arrowheads indicate *Xist* clouds.
- (I) Percentage of NANOG- and OCT4-expressing cells in the population (left) and in cells exhibiting *Xist* cloud (right) as shown in (H). Fisher's exact test was used for statistical analysis. ESC lines used were XY1 and XX1. Scale bar represents 5  $\mu$ m.

the case of *Wbp5*, no examples of gene expression were found at the male X chromosome coated by *Xist* (Figures 3C, 3D, and S4E). In contrast, *Huwe1* showed no difference. *Rnf12*, *Nsdhl*, *Wbp5*, and *Nexmif* are in closer proximity to the *Xist* locus than *Huwe1* and are also known to be silenced early during XCI, unlike *Huwe1*, which is silenced at a late stage (Marks et al., 2015). At the cell population level, *Nexmif* was also downregulated (Figure S4F). However, *Xist*-mediated silencing did not affect population levels of *Rnf12* expression (Figure S4F). These data are consistent with a rapid transient *Xist* upregulation in males, a transience that is sufficient to have an impact on early-silencing genes but not lasting long enough to affect late-silencing ones.

Together these results show that males undergo XCI, which had so far only been associated with females. However, unlike females, male XCI is partial, transient, and rapid.

### Females Exhibit Partial XCI of Both X Chromosomes at the Onset of Differentiation

The observed upregulation of *Xist* in males, which possess only one X chromosome, questions the existence of a choice mechanism preceding initiation of XCI in females. To address this, we performed *Xist* RNA FISH in differentiating female nPSCs. Analysis of these cells in 2iL self-renewing conditions showed that *Xist* is not expressed (Figure 1F). Strikingly, at 1.5 days of differentiation, we observed that 30% of the female cells expressing *Xist* display RNA accumulation on both X chromosomes (Figure 3E). Control experiments revealed that 99% of the cells in this female line have no more than two X chromosomes, demonstrating that these results cannot be explained by the presence of tetraploid cells in culture (Figures S1B and S4G).

To assess whether *Xist* accumulation is inducing gene silencing on both X chromosomes, we performed RNA FISH analysis for nascent transcripts of *Rnf12* and *Huwe1* (Figures 3F and 3G). The incidence of biallelic silencing of *Rnf12* was 12-fold greater in female cells exhibiting *Xist* RNA accumulation on both X chromosomes than in cells not expressing *Xist*, while *Huwe1* showed no difference.

These results indicate that the choice of which X chromosome is going to be irreversibly silenced may follow rather than precede the initiation of XCI.

### Transient *Xist* RNA Patterns Occur as Differentiating Cells Become NANOG Negative

To investigate whether *Xist* upregulation is consistent with a particular differentiation stage, we analyzed the expression of NANOG and OCT4 relative to *Xist* at the single-cell level. Due to asynchrony in nPSC differentiation, NANOG expression was variable while most cells remained OCT4-high at 1.5 days. Interestingly, *Xist* upregulation in males occurred in cells that were NANOG-low or -negative (Figures 3H and 3I). Likewise, we found biallelic *Xist* upregulation in female cells that were OCT4-high/NANOG-low or -negative (Figures S4H and S4I). The expression of active CASPASE-3, which is an early marker of apoptosis, was evaluated to confirm the viability of the *Xist*-positive male cells. Importantly, all analyzed *Xist*-positive cells were negative for active CASPASE-3 (Figure S4J).

These results are in agreement with a transient *Xist* upregulation occurring in a defined developmental window and in close relationship with the downregulation of the naive network.

### In Vivo Transient *Xist* Expression in Males and in Females on Both X Chromosomes

The embryonic day 4.5 (E4.5) naive epiblast is molecularly and functionally highly similar to *in vitro* 2iL nPSCs (Boroviak et al., 2015). Given the observed transient upregulation of *Xist* RNA during nPSC differentiation, we investigated whether this also occurs during *in vivo* differentiation of the pluripotent naive epiblast. In agreement with our findings in nPSCs, we found that E4.5 naive epiblast cells do not display *Xist* expression in either sex (Figure 4A). From E4.5, the embryo starts implanting and naive pluripotent gene expression is rapidly downregulated (Boroviak et al., 2015). Thus, we analyzed E5.5 male and female post-implantation embryos as a naive epiblast differentiation time point. At E5.5, we also failed to detect *Xist* expression in males, whereas female cells already exhibited one *Xist* RNA cloud in nearly all cells, which is the pattern associated with female differentiated cells. This led us to analyze earlier time points. Interestingly, at E4.75–E5.0, we found 1–3 cells per male epiblast exhibiting *Xist* RNA expression (Figure 4B). When analyzing female epiblast cells for the same time points, we observed that *Xist* was biallelically expressed in 10% of the epiblast cells showing *Xist* expression (Figures 4B and 4C). Together, these data are indicative that at implantation stage, and correlating with the downregulation of the naive epiblast network, male and female epiblast cells undergo transient and rapid monoallelic and biallelic expression of *Xist* respectively.

## DISCUSSION

Our results show that *Xist* is fully repressed in both male and female nPSCs provided they have a robust naive TF network. This may be the result of a combination of direct and indirect mechanisms at the XIC, which contains multiple genomic binding sites occupied by naive pluripotent-associated TFs located at the *Xist* locus and at other non-coding and coding genes involved in *Xist* regulation (Sánchez-Castillo et al., 2015).

We showed that *Xist* accumulates transiently at the male X chromosome and induces partial epigenetic and transcriptional silencing in early differentiating cells. We have also demonstrated that this is linked to downregulation of the naive TF network. In this context, known positive regulators of *Xist*, such as *Jpx* (Tian et al., 2010), *Ftx* (Chureau et al., 2011), and RNF12 (Jonkers et al., 2009; Barakat et al., 2017), may transiently gain the upper hand and drive *Xist* expression. However, *Xist* is subsequently rapidly suppressed, suggesting that other mechanisms of *Xist* silencing are readily available. In agreement with this, deletion of *Tsix*, one of the non-coding RNAs implicated in *Xist* silencing, was previously found to correlate with the presence of an *Xist* RNA cloud in a proportion of differentiating male nPSCs (Sado et al., 2002). Likewise, *Dnmt1* mutant nPSCs exhibit *Xist* upregulation and silencing of X-linked genes in differentiating male cells (Beard et al., 1995; Panning and Jaenisch, 1996).

It has been proposed that initiation of XCI is related to the X chromosome/ploidy ratio (Monkhorst et al., 2008). Our study proposes downregulation of the naive TF network as the trigger for the initiation of XCI. It will now be interesting to investigate how these relate to each other.

XCI is defined as having five key phases in the following order: counting, choice, initiation, spreading, and maintenance (Augui

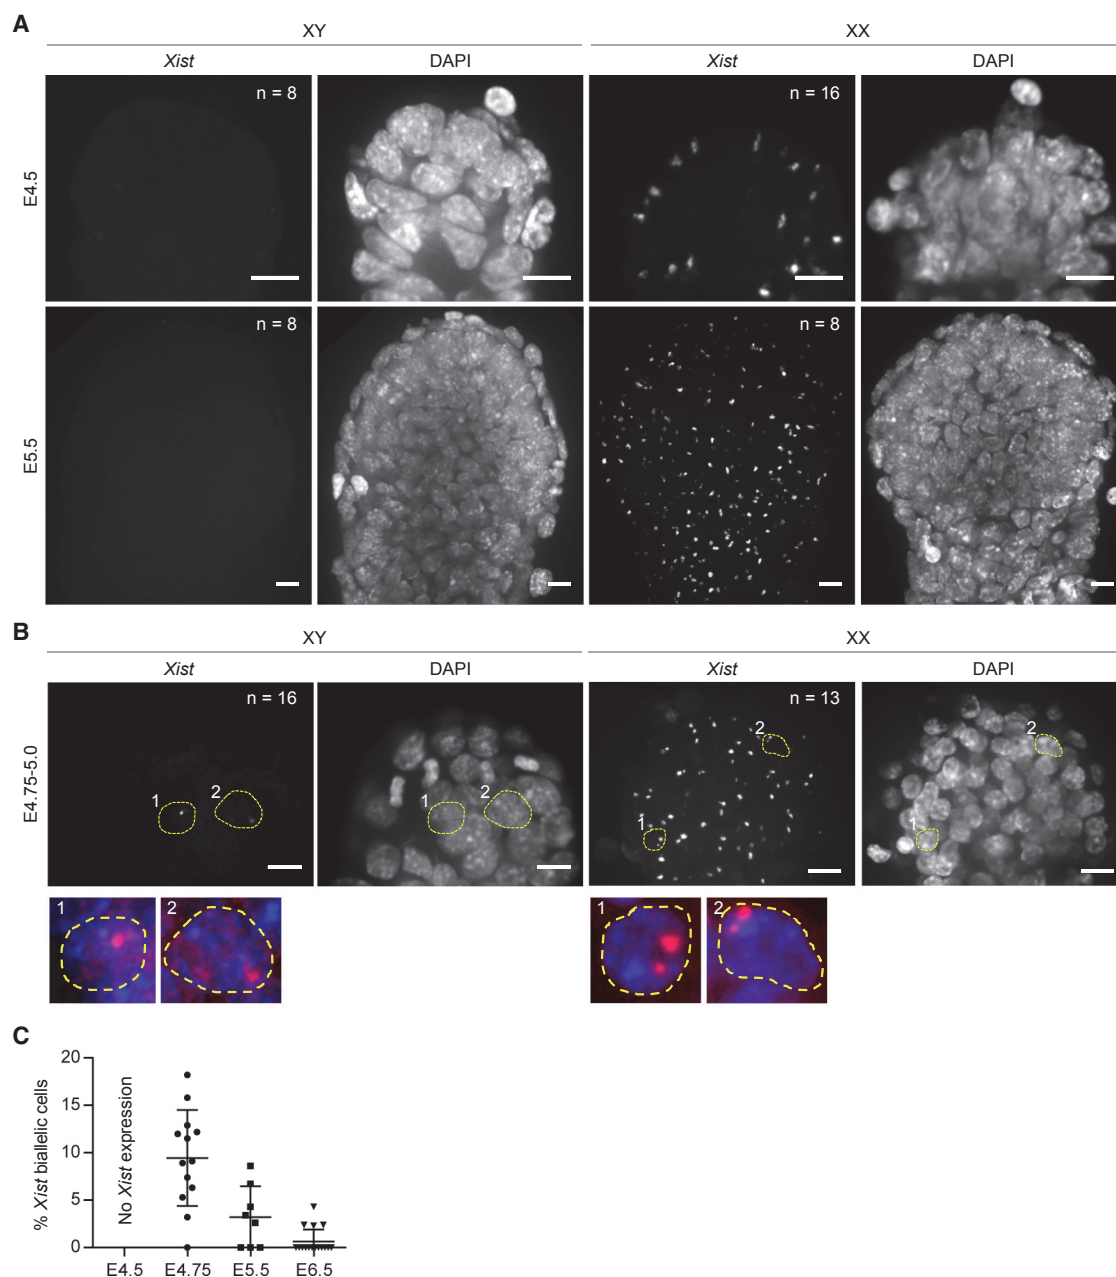

**Figure 4. *Xist* Is Transiently Upregulated Monoallelically in Males and Biallelically in Females *In Vivo***

(A and B) RNA FISH for *Xist* in representative male and female epiblasts of embryos at E4.5 and E5.5 (A) and at E4.75–E5.0 (B).

(B) Examples of cells with monoallelic *Xist* expression in males and biallelic expression in females are delineated with yellow dashed lines. Higher magnification of these cells is displayed in the bottom panels.

(C) Percentage of cells with biallelic *Xist* over total number of epiblast cells expressing *Xist* in female embryos at indicated developmental stages. Error bars represent  $\pm$  SD.

Scale bar represents 10  $\mu$ m.

et al., 2011). However, our data suggest that counting and choice between the two X chromosomes is not a requirement for XCI initiation. Furthermore, we show that the initiation and spreading phases also occur in males. Importantly, the initiation and spreading of XCI in males take place within a defined window of time where the process of XCI is known to be reversible (Wutz and Jaenisch, 2000), meaning that as long as *Xist*

expression ceases within 3 days of differentiation, any induced changes on the X chromosome are fully reversible. Consistent with this, our data showed that *Xist* expression was already downregulated by day 3 of male cell differentiation. Therefore, we hypothesize that in the mouse species a counting mechanism, which relies on gender differences during the reversible period, occurs after XCI initiation.

It has been proposed that initiation of XCI in females is preceded by pairing of the two XIC loci and that the process of choice was dependent on pairing, therefore restricting XCI to female cells (Bacher et al., 2006; Xu et al., 2006). Moreover, although the negative regulation of *Xist* by the naive TF network is the same in male and female cells, the X-linked *Xist* activators adjacent to *Xist* and known to also work in *trans* will be duplicated in females. These and other mechanisms must somehow ensure that all but one X chromosome undergo irreversible XCI. It will now be important to further understand how these mechanisms allow XCI to be maintained in females only.

Human naive-like cells and human embryos cultured *in vitro* were found to have an intriguing *Xist* pattern (Petropoulos et al., 2016; Sahakyan et al., 2017; Vallot et al., 2017). In both cases, the presence of one or two *Xist* RNA clouds was reported for a proportion of male and female cells, respectively. As suggested by the authors, this may indicate species differences. However, it may also be akin to what we are reporting here, that is, as a result of a perturbed naive TF network, human naive cells may exhibit monoallelic and biallelic *Xist* upregulation in both males and females respectively.

In conclusion, our study redefines the paradigm of XCI and opens up new avenues to investigate how this process is regulated.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell lines
  - Cell culture
  - Cell differentiation
  - Reprogramming
  - Embryos
- METHOD DETAILS
  - RNA isolation, cDNA synthesis and qRT-PCR
  - Flow cytometry
  - DNA extraction
  - Gender PCR
  - Western blotting
  - *Xist* RNA FISH with double-stranded probe
  - RNA FISH with single-stranded probe
  - RNA FISH of mouse embryos
  - Immunofluorescence
  - Metaphase spread
  - DNA FISH chromosome painting
  - Microscopy and image analysis
  - RNA-seq
- QUANTIFICATION AND STATISTICAL ANALYSES
  - RNA-seq analysis
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes four figures and can be found with this article online at <https://doi.org/10.1016/j.stem.2018.05.001>.

## ACKNOWLEDGMENTS

We thank Yael Costa, Charlotte Handford, and Kathryn Tremble for critical reading of the manuscript. We are also grateful to Carla Mulas and Ayaka Yanagida for help with the embryo dissections, Rebecca Lloyd for assistance in cloning of the GY118F transgene, and Peter Humphreys and Andy Riddell for assistance with imaging and flow cell sorting, respectively. We also thank Neil Brockdorff and Tatyana Nesterova for technical help. This study was supported by a Wellcome Trust Fellowship (WT101861) to J.C.R.S., who is a Wellcome Trust Senior Research Fellow. E.J.S. is the recipient of a Ph.D. fellowship from the Portuguese Foundation for Science and Technology, FCT (SFRH/BD/52197/2013). H.T.S. and L.E.B. are recipients of MRC Ph.D. studentships (1233706 and 1509066).

## AUTHOR CONTRIBUTIONS

J.C.R.S. conceived the study, designed experiments, and wrote and approved the manuscript. E.J.S. designed and performed the experiments and wrote the manuscript. H.T.S. designed and performed the reprogramming experiment. J.N. derived the *Oct4<sup>fllox/-</sup>*, Rosa26-CreERT2 ESCs. L.E.B. designed and performed the *Oct4* deletion experiment. S.D. designed and performed bioinformatics analysis. M.G. performed bioinformatics analysis.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: August 10, 2017

Revised: December 21, 2017

Accepted: May 1, 2018

Published: May 24, 2018; corrected online June 6, 2018

## REFERENCES

- Alexandrova, S., Kalkan, T., Humphreys, P., Riddell, A., Scognamiglio, R., Trumpp, A., and Nichols, J. (2016). Selection and dynamics of embryonic stem cell integration into early mouse embryos. *Development* 143, 24–34.
- Augui, S., Nora, E.P., and Heard, E. (2011). Regulation of X-chromosome inactivation by the X-inactivation centre. *Nat. Rev. Genet.* 12, 429–442.
- Bacher, C.P., Guggiari, M., Brors, B., Augui, S., Clerc, P., Avner, P., Eils, R., and Heard, E. (2006). Transient colocalization of X-inactivation centres accompanies the initiation of X inactivation. *Nat. Cell Biol.* 8, 293–299.
- Barakat, T.S., Gunhanlar, N., Pardo, C.G., Achame, E.M., Ghazvini, M., Boers, R., Kenter, A., Rentmeester, E., Grootegoed, J.A., and Gribnau, J. (2017). RNF12 activates *Xist* and is essential for X chromosome inactivation. *PLoS Genet.* 27, e1002001.
- Beard, C., Li, E., and Jaenisch, R. (1995). Loss of methylation activates *Xist* in somatic but not in embryonic cells. *Genes Dev.* 9, 2325–2334.
- Boroviak, T., Loos, R., Lombard, P., Okahara, J., Behr, R., Sasaki, E., Nichols, J., Smith, A., and Bertone, P. (2015). Lineage-specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. *Dev. Cell* 35, 366–382.
- Chambers, I., Silva, J., Colby, D., Nichols, J., Nijmeijer, B., Robertson, M., Vrana, J., Jones, K., Grotewold, L., and Smith, A. (2007). Nanog safeguards pluripotency and mediates germline development. *Nature* 450, 1230–1234.
- Choi, J., Huebner, A.J., Clement, K., Walsh, R.M., Savol, A., Lin, K., Gu, H., Di Stefano, B., Brumbaugh, J., Kim, S.Y., et al. (2017). Prolonged Mek1/2 suppression impairs the developmental potential of embryonic stem cells. *Nature* 548, 219–223.
- Chuma, S., and Nakatsuji, N. (2001). Autonomous transition into meiosis of mouse fetal germ cells *in vitro* and its inhibition by gp130-mediated signaling. *Dev. Biol.* 229, 468–479.
- Chureau, C., Chantalat, S., Romito, A., Galvani, A., Duret, L., Avner, P., and Rougeulle, C. (2011). Ftx is a non-coding RNA which affects *Xist* expression and chromatin structure within the X-inactivation center region. *Hum. Mol. Genet.* 20, 705–718.

- Creyghton, M.P., Cheng, A.W., Welstead, G.G., Kooistra, T., Carey, B.W., Steine, E.J., Hanna, J., Lodato, M.A., Frampton, G.M., Sharp, P.A., et al. (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. *Proc. Natl. Acad. Sci. USA* **107**, 21931–21936.
- Ficz, G., Hore, T.A., Santos, F., Lee, H.J., Dean, W., Arand, J., Krueger, F., Oxley, D., Paul, Y.L., Walter, J., et al. (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. *Cell Stem Cell* **13**, 351–359.
- Habibi, E., Brinkman, A.B., Arand, J., Kroeze, L.I., Kerstens, H.H., Matarese, F., Lepikhov, K., Gut, M., Brun-Heath, I., Hubner, N.C., et al. (2013). Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. *Cell Stem Cell* **13**, 360–369.
- Jonkers, I., Barakat, T.S., Achame, E.M., Monkhorst, K., Kenter, A., Rentmeester, E., Grosveld, F., Grootegoed, J.A., and Gribnau, J. (2009). RNF12 is an X-encoded dose-dependent activator of X chromosome inactivation. *Cell* **139**, 999–1011.
- Kalkan, T., Olova, N., Roode, M., Mulas, C., Lee, H.J., Nett, I., Marks, H., Walker, R., Stunnenberg, H.G., Lilley, K.S., et al. (2017). Tracking the embryonic stem cell transition from ground state pluripotency. *Development* **144**, 1221–1234.
- Leitch, H.G., McEwen, K.R., Turp, A., Encheva, V., Carroll, T., Grabole, N., Mansfield, W., Nashun, B., Knezovich, J.G., Smith, A., et al. (2013). Naive pluripotency is associated with global DNA hypomethylation. *Nat. Struct. Mol. Biol.* **20**, 311–316.
- Mak, W., Nesterova, T.B., de Napoles, M., Appanah, R., Yamanaka, S., Otte, A.P., and Brockdorff, N. (2004). Reactivation of the paternal X chromosome in early mouse embryos. *Science* **303**, 666–669.
- Marks, H., Kalkan, T., Menafrá, R., Denissov, S., Jones, K., Hofmeister, H., Nichols, J., Kranz, A., Stewart, A.F., Smith, A., and Stunnenberg, H.G. (2012). The transcriptional and epigenomic foundations of ground state pluripotency. *Cell* **149**, 590–604.
- Marks, H., Kerstens, H.H., Barakat, T.S., Splinter, E., Dirks, R.A., van Mierlo, G., Joshi, O., Wang, S.Y., Babak, T., Albers, C.A., et al. (2015). Dynamics of gene silencing during X inactivation using allele-specific RNA-seq. *Genome Biol.* **16**, 149.
- Martello, G., and Smith, A. (2014). The nature of embryonic stem cells. *Annu. Rev. Cell Dev. Biol.* **30**, 647–675.
- Minkovsky, A., Barakat, T.S., Sellami, N., Chin, M.H., Gunhanlar, N., Gribnau, J., and Plath, K. (2013). The pluripotency factor-bound intron 1 of Xist is dispensable for X chromosome inactivation and reactivation in vitro and in vivo. *Cell Rep.* **3**, 905–918.
- Monkhorst, K., Jonkers, I., Rentmeester, E., Grosveld, F., and Gribnau, J. (2008). X inactivation counting and choice is a stochastic process: evidence for involvement of an X-linked activator. *Cell* **132**, 410–421.
- Navarro, P., Chambers, I., Karwacki-Neisius, V., Chureau, C., Morey, C., Rougeulle, C., and Avner, P. (2008). Molecular coupling of Xist regulation and pluripotency. *Science* **321**, 1693–1695.
- Navarro, P., Oldfield, A., Legoupi, J., Festuccia, N., Dubois, A., Attia, M., Schoorlemmer, J., Rougeulle, C., Chambers, I., and Avner, P. (2010). Molecular coupling of Tsix regulation and pluripotency. *Nature* **468**, 457–460.
- Navarro, P., Moffat, M., Mullin, N.P., and Chambers, I. (2011). The X-inactivation trans-activator Rnf12 is negatively regulated by pluripotency factors in embryonic stem cells. *Hum. Genet.* **130**, 255–264.
- Okamoto, I., Otte, A.P., Allis, C.D., Reinberg, D., and Heard, E. (2004). Epigenetic dynamics of imprinted X inactivation during early mouse development. *Science* **303**, 644–649.
- Panning, B., and Jaenisch, R. (1996). DNA hypomethylation can activate Xist expression and silence X-linked genes. *Genes Dev.* **10**, 1991–2002.
- Panning, B., Dausman, J., and Jaenisch, R. (1997). X chromosome inactivation is mediated by Xist RNA stabilization. *Cell* **90**, 907–916.
- Pasque, V., and Plath, K. (2015). X chromosome reactivation in reprogramming and in development. *Curr. Opin. Cell Biol.* **37**, 75–83.
- Pasque, V., Tchieu, J., Karnik, R., Uyeda, M., Sadhu Dimashkie, A., Case, D., Papp, B., Bonora, G., Patel, S., Ho, R., et al. (2014). X chromosome reactivation dynamics reveal stages of reprogramming to pluripotency. *Cell* **159**, 1681–1697.
- Payer, B., Rosenberg, M., Yamaji, M., Yabuta, Y., Koyanagi-Aoi, M., Hayashi, K., Yamanaka, S., Saitou, M., and Lee, J.T. (2013). Tsix RNA and the germline factor, PRDM14, link X reactivation and stem cell reprogramming. *Mol. Cell* **52**, 805–818.
- Petropoulos, S., Edsgård, D., Reinius, B., Deng, Q., Panula, S.P., Codeluppi, S., Reyes, A.P., Linnarsson, S., Sandberg, R., and Lanner, F. (2016). Single-cell RNA-seq reveals lineage and X chromosome dynamics in human preimplantation embryos. *Cell* **167**, 285.
- Plath, K., Fang, J., Mlynarczyk-Evans, S.K., Cao, R., Worringer, K.A., Wang, H., de la Cruz, C.C., Otte, A.P., Panning, B., and Zhang, Y. (2003). Role of histone H3 lysine 27 methylation in X inactivation. *Science* **300**, 131–135.
- Sado, T., Li, E., and Sasaki, H. (2002). Effect of TSIX disruption on XIST expression in male ES cells. *Cytogenet. Genome Res.* **99**, 115–118.
- Sahakyan, A., Kim, R., Chronis, C., Sabri, S., Bonora, G., Theunissen, T.W., Kuoy, E., Langerman, J., Clark, A.T., Jaenisch, R., and Plath, K. (2017). Human naive pluripotent stem cells model X chromosome dampening and X inactivation. *Cell Stem Cell* **20**, 87–101.
- Sánchez-Castillo, M., Ruau, D., Wilkinson, A.C., Ng, F.S., Hannah, R., Diamanti, E., Lombard, P., Wilson, N.K., and Gottgens, B. (2015). CODEX: a next-generation sequencing experiment database for the haematopoietic and embryonic stem cell communities. *Nucleic Acids Res.* **43**, D1117–D1123.
- Sheardown, S.A., Duthie, S.M., Johnston, C.M., Newall, A.E., Formstone, E.J., Arkell, R.M., Nesterova, T.B., Alghisi, G.C., Rastan, S., and Brockdorff, N. (1997). Stabilization of Xist RNA mediates initiation of X chromosome inactivation. *Cell* **91**, 99–107.
- Silva, J., Mak, W., Zvetkova, I., Appanah, R., Nesterova, T.B., Webster, Z., Peters, A.H., Jenuwein, T., Otte, A.P., and Brockdorff, N. (2003). Establishment of histone h3 methylation on the inactive X chromosome requires transient recruitment of Eed-Enx1 polycomb group complexes. *Dev. Cell* **4**, 481–495.
- Silva, J., Barrandon, O., Nichols, J., Kawaguchi, J., Theunissen, T.W., and Smith, A. (2008). Promotion of reprogramming to ground state pluripotency by signal inhibition. *PLoS Biol.* **6**, e253.
- Silva, J., Nichols, J., Theunissen, T.W., Guo, G., van Oosten, A.L., Barrandon, O., Wray, J., Yamanaka, S., Chambers, I., and Smith, A. (2009). Nanog is the gateway to the pluripotent ground state. *Cell* **138**, 722–737.
- Tada, M., Takahama, Y., Abe, K., Nakatsuji, N., and Tada, T. (2001). Nuclear reprogramming of somatic cells by in vitro hybridization with ES cells. *Curr. Biol.* **11**, 1553–1558.
- Tian, D., Sun, S., and Lee, J.T. (2010). The long noncoding RNA, Jpx, is a molecular switch for X chromosome inactivation. *Cell* **143**, 390–403.
- Vallot, C., Patrat, C., Collier, A.J., Huret, C., Casanova, M., Liyakat Ali, T.M., Tosolini, M., Frydman, N., Heard, E., Rugg-Gunn, P.J., and Rougeulle, C. (2017). XACT noncoding RNA competes with XIST in the control of X chromosome activity during human early development. *Cell Stem Cell* **20**, 102–111.
- Wutz, A., and Jaenisch, R. (2000). A shift from reversible to irreversible X inactivation is triggered during ES cell differentiation. *Mol. Cell* **5**, 695–705.
- Xu, N., Tsai, C.L., and Lee, J.T. (2006). Transient homologous chromosome pairing marks the onset of X inactivation. *Science* **311**, 1149–1152.
- Yagi, M., Kishigami, S., Tanaka, A., Semi, K., Mizutani, E., Wakayama, S., Wakayama, T., Yamamoto, T., and Yamada, Y. (2017). Derivation of ground-state female ES cells maintaining gamete-derived DNA methylation. *Nature* **548**, 224–227.
- Yang, J., van Oosten, A.L., Theunissen, T.W., Guo, G., Silva, J.C., and Smith, A. (2010). Stat3 activation is limiting for reprogramming to ground state pluripotency. *Cell Stem Cell* **7**, 319–328.
- Ying, Q.L., Wray, J., Nichols, J., Battle-Morera, L., Doble, B., Woodgett, J., Cohen, P., and Smith, A. (2008). The ground state of embryonic stem cell self-renewal. *Nature* **453**, 519–523.

## STAR★METHODS

## KEY RESOURCES TABLE

(Continued on next page)

**Continued**

(Continued on next page)

**Continued**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

**EXPERIMENTAL MODEL AND SUBJECT DETAILS****Cell lines**

Male wild-type ESC lines included E14tg2a (XY1) and EFC (XY2). Female wild-type ESC lines included LF1 (XX1), LF2 (XX2) and C6 (XX3). The cell sorting experiment was performed in male *Nanog*-GFP ESCs. Female *Nanog*-GFP EpiSCs were used as control in *Xist* RNA FISH. *Nanog* deletion was performed in male and female *Nanog*<sup>fllox/-</sup>, Rosa26-CreERT2 ESC lines. *Oct4* deletion was performed in male and female *Oct4*<sup>fllox/-</sup>, Rosa26-CreERT2 ESC lines. Male iPSC line used was derived from *Rex1*-dGFP NSCs. Reprogramming was performed in male *Rex1*-dGFP EpiSCs.

**Cell culture**

Mouse ESCs and iPSCs were cultured in 2i+LIF (2iL), 2i, or serum+LIF (SL) as indicated. 2iL medium was composed of N2B27, 3  $\mu$ M CHIR99021, 1  $\mu$ M PD0325901 (Stewart lab, Dresden), and 20 ng ml<sup>-1</sup> of murine LIF (Hyvönen lab, Cambridge). N2B27 medium comprised 1:1 DMEM/F-12 and Neurobasal (ThermoFisher Scientific), 2 mM L-glutamine (ThermoFisher Scientific), 1x penicillin-streptomycin (Sigma-Aldrich), 0.1 mM 2-mercaptoethanol (ThermoFisher Scientific), 1% B27 (ThermoFisher Scientific) and 0.5% N2 (homemade). SL medium contained GMEM (Sigma-Aldrich), 10% fetal bovine serum (Labtech), 1x non-essential amino acids (ThermoFisher Scientific), 1 mM sodium pyruvate (Sigma-Aldrich), 2 mM L-glutamine, 1x penicillin-streptomycin, 0.1 mM 2-mercaptoethanol and 20 ng ml<sup>-1</sup> of LIF. EpiSCs were cultured in FAX medium composed of N2B27 supplemented with 12.5 ng ml<sup>-1</sup> Fgf2, 20 ng ml<sup>-1</sup> Activin A (Hyvönen lab, Cambridge) and 6.25  $\mu$ g ml<sup>-1</sup> XAV 939 (Bio-Techne). 4-OHT (Sigma-Aldrich) was used at a concentration of 500 nM and InSolution JAKi I (Merck Millipore) at a concentration of 1  $\mu$ M. During expansion of *Nanog*<sup>fllox/-</sup> cell lines, selection with 200  $\mu$ g ml<sup>-1</sup> G418 (ThermoFisher Scientific) was applied to select for pluripotent cells based on *Nanog* promoter activity at the null allele. For ESCs and iPSCs, tissue-culture flasks were coated with 0.1% gelatin (Sigma-Aldrich) in PBS (Sigma-Aldrich). For EpiSCs, tissue-culture flasks were coated with 10  $\mu$ g ml<sup>-1</sup> fibronectin (Merck Millipore) in PBS (Sigma-Aldrich).

**Cell differentiation**

For embryoid body differentiation,  $1.5 \times 10^6$  cells were plated on 10 cm low-attachment dishes in serum-containing medium without LIF. For differentiation in adherent monolayer culture,  $6 \times 10^5$  cells were plated on gelatin-coated 10 cm dishes in serum-free (N2B27) or N2B27 supplemented with Fgf2 and Activin A (FA). XY1 and XX1 ESCs were not passaged more than 3 times in 2iL prior to the differentiation assays.

**Reprogramming**

Embryo-derived male EpiSCs with *Rex1*+dGFP reporter (Kalkan et al., 2017) were used that constitutively express the GY118F receptor transgene known to drive EpiSC reprogramming via STAT3 activation (Yang et al., 2010). For reprogramming, EpiSCs were plated at 10,000 cells per fibronectin-coated 6-well in FAX maintenance medium. The following day, reprogramming was induced by switch to 2iL plus GCSF (30 ng ml<sup>-1</sup> human GCSF, Peprotech). On days 2, 3, 4, 5 and 6, multiple reprogramming wells were harvested using accutase, stained with DAPI to eliminate nonviable cells, and sorted by flow cytometry to isolate the *Rex1*-dGFP-positive subpopulation for further analysis. Parental EpiSCs and male *Rex1*+dGFP ESCs were used as negative and positive gating controls respectively.

## Embryos

Embryos were collected from CD1 female mice (Charles River Laboratories, UK). Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge (Procedure Project Licenses P76777883 and 80/2597).

## METHOD DETAILS

### RNA isolation, cDNA synthesis and qRT-PCR

Total RNA was isolated from cells using the RNeasy mini kit (QIAGEN) in accordance with the manufacturer's protocol. One microgram of total RNA was reverse-transcribed using SuperScript III First-Strand Synthesis SuperMix (ThermoFisher Scientific). Reverse Transcription Quantitative Real-Time PCR (qRT-PCR) reactions were set up in triplicate using TaqMan Universal PCR Master Mix (ThermoFisher Scientific) and TaqMan gene expression assays (ThermoFisher Scientific). qRT-PCR experiments were performed on a StepOnePlus Real Time PCR System (ThermoFisher Scientific). Delta Ct ( $\Delta Ct$ ) values compared to Gapdh were calculated and relative quantities calculated as 2 to the power of  $-\Delta Ct$ . The means of three values were calculated and normalized as indicated.

### Flow cytometry

*Nanog*-GFP ESCs were resuspended in PBS containing 3.5% BSA (ThermoFisher Scientific) and sorting was performed using a MoFlo high-speed cell sorter (Beckman Coulter). A 514/10BP filter was used for GFP and a 580/30BP filter was used for autofluorescence. *Rex1*-dGFP positive reprogramming intermediates were sorted using a BD Influx 5 cell sorter (BD Biosciences). A 460/50 filter was used for DAPI and a 530/40 filter was used for GFP.

### DNA extraction

In the case of the cell lines, DNA was isolated using the DNeasy Blood & Tissue Kit (QIAGEN) in accordance with the manufacturer's protocol. In the case of the embryos, these were collected from the slides after RNA FISH and imaging and then lysed in 0.2% Triton X-100 and Proteinase K at 56°C for 10 minutes followed by 95°C for 15 minutes.

### Gender PCR

Cell lines were sexed by PCR using primers Ube1XA and Ube1XB, which results in two products of distinct sizes from the Ube1x and Ube1y genes on the X and Y chromosome respectively (Chuma and Nakatsuji, 2001). PCR reactions were performed in a final volume of 20  $\mu$ L with 100 ng of DNA, 1X CoralLoad buffer, 0.2 mM dNTPs, 0.35  $\mu$ M primers and 2.5 units Taq DNA Polymerase (QIAGEN) and run on a thermal cycler with the following conditions: 94°C for 3 minutes, 30 cycles with 94°C for 30 s, 66°C for 30 s, and 72°C for 30 s, followed by 72°C for 10 minutes. In the case of the embryos 4  $\mu$ L per embryo lysate were added to the PCR reaction. Products were electrophoresed on 2% agarose gel.

### Western blotting

How the deposited data were processed for this re-analysis (not part of the article)

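Strand-specific RNA-seq was analysed for 45 libraries of male E14tg2a ESCs maintained in 2iL or in SL and differentiated in serum, in FA or in serum-free medium. The time points were days 0, 1, 1.5, 2, 2.5, 3, 5 and 7. Day 5 of the FA time course from 2iL was not analysed here, nor were the qRT-PCR, FISH and flow cytometry experiments.

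The authors trimmed adaptors with TrimGalore, mapped the reads to GRCm38 with TopHat2 guided by Ensembl gene models, counted them per gene and strand with featureCounts, and deposited these raw counts without normalization. The authors' own normalization with DESeq2 size factors and gene length is not part of the deposited counts. From the counts, TMM normalization factors, CPM (counts scaled to the library total) and all fits were computed here with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, and ranks, permutation tests and plots with Python. Gene positions and biotypes come from an annotation of GRCm38, in which 34599 of the 35372 genes were found. Nexmif is listed in the files as C77370, Rex1 as Zfp42, Oct4 as Pou5f1 and Rnf12 as Rlim.

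Each starting medium, condition and day has 1 library, apart from SL at day 0, where a single library serves all 3 conditions. The 3 conditions of a day were therefore used as replicates, and the pairing of libraries by condition comes from the sample labels. Days were compared within 2iL in an edgeR quasi-likelihood model with day and condition, fitted to the 23 libraries from 2iL, and media were compared in a model with medium, day and condition for the libraries from day 1 on. At day 0, the 3 libraries in 2iL were compared with the single library in SL, with a spread that comes from 2iL alone. The filter on low counts was edgeR's filterByExpr, p-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. The filter removed Jpx at day 0, and for Jpx the fit without the filter is reported. Log2 values per time course carry a pseudocount of 0.1 CPM.

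Between 13093226 and 39804240 reads per library were counted on genes. In a library of median depth, 3 counts correspond to 0.165 CPM, so genes near this level, such as Jpx and Xist at day 0 in 2iL, have large counting errors. On simulated counts with 200 changed genes, the edgeR model of days recovered 66.5% of them with 5% false calls among 15798 genes, and DESeq2's Wald test recovered 73.0% with 22.3% false calls. For 2iL against SL at day 0, edgeR recovered 72.5% with 8.81% false calls among 14503 genes. These simulated counts had no effect of the condition and independent noise in each library, unlike the real libraries. The comparison of X-linked with autosomal genes was tested on values with a log2 shift of -0.2 put in, and returned -0.19. The score of transience ranked all 20 long non-coding RNAs that were given a peak within the top 20.

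The genes named in the text were set by a rule written before the data were examined. They are every gene the paper names for these experiments, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold with the same direction in all 3 conditions (day 1.5 against day 0) or in all 3 libraries in 2iL (2iL against SL at day 0), and any long non-coding RNA ranked above Xist, which under an alternative applied to Gm14133. A gene that meets the rule is not reported here. Alternatives set before the data were examined were DESeq2 size factors with the Wald test, no filter on low counts, no replicate block, each condition left out in turn, only the libraries of the days compared, and the spread estimated over all 45 libraries. For the PCA, the rank of long non-coding RNAs and the X-linked genes, other gene filters, pseudocounts, scores and references were also set. The span of the surge, as the days at or above 50% or 25% of the highest value, was defined after seeing the values, and so were the tests that pair or average the media within each condition.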

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

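The test on the depth of the serum libraries, the test that pairs the media by condition, the contrast of the TMM factors, the weighing of the single SL library and the look at Nes from day 1 to day 1.5 were chosen only after the results were seen.

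The rise of Xist at days 1.5 and 2 over the mean of days 1 and 3 differed between the starting media. It was larger from 2iL than from SL by 2.16 on the log2 scale (standard error 0.52, unadjusted p = 0.000275 from edgeR's quasi-likelihood test), which gives an adjusted p of 0.0077 among the 28 genes the paper names and of 0.50 over all 16467 genes tested. The rise was between 2.31 and 3.44 in the 3 time courses from 2iL and between 0.29 and 1.53 in the 3 from SL (paired by condition, exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 conditions allow). In serum from SL, Xist was highest at day 1 (4.65 CPM), a reference day, which lowers the rise of 0.29 found there. In the other time courses from SL it was highest at day 1.5. No gene passed an adjusted p of 0.05 over all genes, and 636 had an unadjusted p under 0.05. Deeper sequencing of the serum time course from 2iL was tested by leaving out the serum condition, and the difference remained at 1.45 (unadjusted p = 0.0213 from edgeR). Leaving out the 20 most counted genes gave 2.15 (unadjusted p = 0.000268 from edgeR), but TMM already trims such genes, so this value decides nothing. The 10 most counted genes held between 8.15% and 22.7% of a library, and the same contrast of the log2 TMM factors, which measure the composition of the libraries, was -0.0264, so composition does not account for the difference. A batch that follows the starting medium alone would cancel in a rise over days of the same medium. The labels name no sequencing batch, so a batch that follows medium and day together was not tested directly. Over all 16467 genes the median of this contrast was -0.0048 on the log2 scale. No gene passed in the reported fit, against 8 with DESeq2's Wald test and 3 without the serum condition. These values argue against such a batch moving many genes. A stronger surge from the 2iL state may be the reason but cannot be told apart from a batch that moves few genes.

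Some genes moved in opposite directions from 2iL and from SL in every time course. The difference itself was not tested, and the changes from day 0 in SL rest on its single day 0 library. At day 1, T fell on average by 2.03 on the log2 scale from 2iL and rose by 2.13 from SL, a difference of -4.16, and at day 1.5 the difference was -5.05. Nes differed by -1.49 at day 1 and -2.50 at day 1.5, falling from 2iL and rising from SL. Oct4 differed by 0.40 at day 1, with a mean rise of 0.27 from 2iL and a mean change of -0.13 from SL. The direction was the same in the 3 conditions of each medium. The 3 changes from SL share 1 library at day 0, so the differences of T and Oct4 cannot be told apart from a peculiarity of that library. For Nes this holds for the changes from day 0, but from day 1 to day 1.5, where that library plays no part, Nes also fell in 3 of 3 conditions from 2iL (15.9 ± 2.17 to 14.1 ± 2.47 CPM) and rose in 3 of 3 from SL (6.71 ± 0.319 to 12.7 ± 4.80, SD, n = 3), a difference that was not tested. T was at 0.106 CPM in the SL library of day 0, below the smallest value that 3 counts can show at its depth (0.165), and Nes was at 4.27, against 28.5 ± 2.21 in 2iL (SD, n = 3). Among 28 genes and 2 days, opposite directions in all 6 time courses were found in 5 comparisons.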

How the results depend on the processing

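The alternatives below were set before the data were examined, apart from those for the span of the surge and the averaging of media within conditions, which were chosen after the values were seen. No test of an explanation is given in this part.

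Of 80 results, 50 kept their direction and their side of the threshold under every alternative run for them, among them the higher Xist at days 1.5 and 2 than at day 0, its fall by day 3, and its higher level from 2iL than from SL. The log2 fold change of Xist at day 1.5 against day 0 ranged from 6.33 to 6.64, and that for days 1.5 and 2 in 2iL against SL from 1.52 to 2.03. The position of the SL day 0 library on PC1 ranged from 26.9% to 30.9%, and the number of regulators higher at days 1.5 and 2 than both before and after was 1 throughout.

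Across the 3 fits that each left out a condition, the number of genes changed at day 1 ranged from 1884 to 4421 and at day 1.5 from 3160 to 5956. The number of naive factors lower at day 1 ranged from 2 to 4, and that of lineage markers higher at day 1 from 1 to 2. The log2 fold change of Xist at day 1 ranged from 2.92 to 3.75, with an adjusted p of 0.084 from edgeR without FA. The difference in the rise of Xist between media ranged from 1.45 to 2.77, with an adjusted p over all genes of 0.038 from edgeR without the serum-free condition. The rank of Xist among long non-coding RNAs ranged from 1 to 2. The cause was not tested.

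Without the replicate block, 3053 genes had changed at day 1, and 1 lineage marker was higher. With the spread estimated over all 45 libraries, 3046 genes differed between 2iL and SL at day 0, and the log2 fold change of Ftx was -2.15 with an adjusted p of 0.061 from edgeR. With day 0 as the reference, in 2iL alone, X-linked genes lay above autosomal genes by 0.14 on the log2 scale, against 0.00234 with days 1 and 3. With 25% of the highest value, the surge lasted 24 hours in place of 16. The cause was not tested for any of these.

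Among 60 results for single genes, 41 kept their direction and side of the threshold. A call was lost under some alternative for 9, gained for 5, and the value moved by more than the spread between libraries for 3, with some results counted more than once. The direction reversed for 4, all with an adjusted p above 0.05 in the reported fit. Across the fits that left out a condition, Rex1 at day 1 ranged from -0.138 to 0.0489, Tsix at days 1.5 and 2 against day 0 from -0.00142 to 0.489, Wbp5 at days 1.5 and 2 against day 0 from -0.455 to 0.0542, and the difference between media in the rise of Nexmif from -0.0427 to 0.140. Without the replicate block that of Nexmif was -0.0310. The cause was not tested for these.

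Some alternatives are not reported or gave no value. Leaving out a 2iL library at day 0 leaves 2 libraries against 1, so its numbers of changed genes are not used here, and Jpx at day 0 has no value with DESeq2 or with a library left out because it was removed by the filter on low counts. Low depth limits Jpx and Xist at day 0 in 2iL, where 3 counts correspond to between 0.0892 and 0.200 CPM.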

Differences from the paper's values

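No test of an explanation was run for this part. The values the paper states in its text, the day on which the surge of Xist starts and its length in hours, lay within the spread between the time courses of the values found here.

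Some directions and rankings in the paper differ from these values. The paper places the fall of 7 naive factors, Rex1 and Sox2 among them, ahead of the upregulation of Xist. Here Xist was already higher at day 1 than at day 0 (log2 fold change 3.18, adjusted p = 0.0042 from edgeR, but 0.084 without FA), when Rex1 (-0.02, adjusted p = 0.99) and Sox2 (-0.26, adjusted p = 0.56) were not lower at an adjusted p under 0.05. Nanog had an adjusted p of 0.062 from edgeR, and it was under 0.05 with DESeq2's size factors and Wald test, with only the libraries of the days compared, and without the serum-free condition. None of the alternatives set before the data were examined gave Rex1 or Sox2 an adjusted p under 0.05 at day 1. The order depends on the day taken as the onset of Xist. If it is day 1, the first day with higher Xist, Esrrb, Klf2, Prdm14 and Tfcp2l1 were first lower on that same day, Esrrb and Klf2 not without FA or without the serum-free condition. No library lies between day 0 and day 1, so the order of these changes is then not resolved. If the onset is day 1.5, when the surge starts, these 4 factors were lower before it, while Rex1 and Sox2 were first lower on that day.

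The paper detects lineage markers only once Xist has risen. At day 1, 2 of the 8 markers, Fgf5 (6.80, adjusted p = 0.0013 from edgeR) and Otx2 (3.40, adjusted p = 0.0031 from edgeR), were higher than at day 0. Nes, Snai1, Gata4, Sox17, T and Tbx6 were not higher at day 1 at an adjusted p under 0.05. The difference from the paper thus rests on Fgf5 and Otx2 alone. With day 1 as the onset of Xist, Fgf5 and Otx2 were first higher on the same day. No library lies between day 0 and day 1, so which of them rose first is not resolved. With day 1.5 as the onset, Fgf5 and Otx2 rose before it. Fgf5 passed the threshold under every alternative. Otx2 did not pass it without the replicate block or without FA.

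The paper describes regulators of Xist as transiently upregulated. Of the 5 examined, Ftx, Jpx and Rnf12 rose but were not lower at days 5 and 7 than at days 1.5 and 2, and Jpx was higher there (log2 fold change of days 1.5 and 2 against days 5 and 7 -1.49, adjusted p = 0.0020 from edgeR). Ftx and Rnf12 had their highest mean at day 2.5, at 17.4 ± 9.89 and 598 ± 238 CPM, and were at 8.56 ± 1.59 and 365 ± 44.3 at day 7 (SD, n = 3), a later fall that was not tested. Tsix did not differ from day 0 at days 1.5 and 2 (0.24, adjusted p = 0.43 from edgeR), but it had risen earlier and then fell. It was highest at day 1 in all 3 conditions, at 9.93 ± 1.14 CPM against 5.58 ± 0.778 at day 0 (log2 fold change 0.84, adjusted p = 0.028 from edgeR, or 0.064 without the replicate block).

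The paper describes expression at the Xist locus in 2iL as antisense alone. Here 14 reads in the 3 libraries were counted on Xist, against 369 on Tsix, and 10 of the 14 came from 1 library.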

Other observations

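The comparisons of X-linked genes, the check on the strand of the reads and the regroupings of day labels were all planned before their results were seen, and the 2 tests on means over the media within each condition were chosen only afterwards.

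If the surge of Xist silenced the X chromosome in most cells, X-linked genes would be lower at days 1.5 and 2 than at days 1 and 3, relative to autosomal genes. Over 375 X-linked and 10101 autosomal genes with a mean of at least 5 CPM, Xist left out, the difference of the medians was 0.00234 ± 0.0495 on the log2 scale (SD, n = 6 time courses), lower in 4 of 6 time courses, with p = 0.938 in an exact sign-flip permutation test, two-sided. The values were 0.08, -0.02 and -0.05 from 2iL in serum, FA and the serum-free condition, and 0.04, -0.01 and -0.03 from SL. In 3 of the 6 time courses the X-linked median lay within the central 95% of 10000 autosomal lists matched on mean expression. In both serum time courses it lay above all 10000, and in the serum-free time course from 2iL at percentile 0.95. The time courses from 2iL and from SL share 3 conditions and are not independent. Averaged over the media within each condition, the difference was 0.00234 ± 0.0526 (SD, n = 3 conditions), lower in 2 of 3, with p = 1 in an exact sign-flip permutation test, two-sided, whose smallest p with 3 conditions is 0.25. The values show no general lowering of X-linked genes in these libraries of whole cultures, but these tests cannot exclude one. A log2 shift of -0.2 put into simulated values was recovered as -0.19, and smaller shifts, such as silencing in a small share of the cells might give, were not tested.

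If silencing spread from the Xist locus, the 77 genes within 20 Mb of Xist would be lower than the other 298 X-linked genes. They were higher, by a mean of 0.058 on the log2 scale, in 6 of 6 time courses and between 0.03 and 0.08. Averaged over the media within each condition, they were higher in 3 of 3 (exact sign-flip permutation test, two-sided, p = 0.25, the smallest that this test allows with 3 conditions). With the 6 time courses taken as independent, which they are not, the exact sign-flip permutation test gave p = 0.0313, the smallest that 6 allow. This is the opposite direction to spreading, and no other explanation was tested.

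The X-linked genes Nexmif, Nsdhl, Wbp5 and Huwe1 were read in the same libraries from 2iL. The paper studies them by RNA FISH, which scores nascent transcripts in single cells, whereas these counts come from whole cultures. It also reports that Nexmif went down in the cell population (Figure S4F). At days 1.5 and 2 against day 0, the log2 fold change was 0.44 for Nexmif (adjusted p = 0.34), 0.54 for Nsdhl (adjusted p = 0.066), -0.17 for Wbp5 (adjusted p = 0.36) and 0.27 for Huwe1 (adjusted p = 0.025), all from edgeR's quasi-likelihood test. The rise over days 1 and 3 differed between the media by -0.50 for Wbp5 (unadjusted p = 0.0049 from edgeR, 0.068 after adjustment among 28 genes), 0.01 for Nexmif, 0.19 for Nsdhl and 0.18 for Huwe1. From 2iL, Nexmif was highest at day 1 in all 3 conditions and fell from there through days 1.5 and 2, from 212 ± 85.6 CPM at day 1 to 171 ± 83.6 and 126 ± 64.9, and to 61.9 ± 36.2 at day 3 (SD, n = 3). From SL, Nexmif was also highest at day 1 in all 3 conditions. By day 2 it had fallen there from 125 to 71.2 CPM in serum, 65.0 to 22.3 in FA and 69.8 to 26.9 in the serum-free condition. The fall of Nexmif was thus not particular to 2iL. Xist at day 1.5 from SL was also above the single day 0 library in 3 of 3 conditions. A fall of Nexmif in both media therefore does not tell whether it is linked to Xist. From 2iL, Wbp5 fell from day 1 to day 1.5 in all 3 conditions, from 67.9 ± 16.5 to 48.8 ± 10.5 CPM, and was at 106 ± 16.7 at day 3. These falls from day 1 were not tested. At day 1.5 from SL, Wbp5 was at 65.5 ± 18.7.

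The 14 reads on Xist at day 0 in 2iL could come from Tsix reads counted on the wrong strand. At the median share found for 13 antisense genes, Tsix would give 0.17 reads on Xist. About 30463 antisense reads over the exons of Xist would be needed to give 14, and although reads of unspliced Tsix were not counted, this is far from the 369 reads on Tsix exons, so wrong-strand reads of Tsix exons are unlikely to account for most of them.

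The day labels were also exchanged within conditions. For day 1 against day 0, 1 of the 4 regroupings gave as many changed genes, 1 of 4 as many lower naive factors and 1 of 4 as many higher lineage markers, in each case the real one. For day 1.5 against day 0, 1 of 4 gave as many changed genes. With 3 conditions the share cannot fall under 0.05, so the share alone cannot exclude that the libraries were grouped by accident. For both days, every other regrouping gave 0 changed genes, 0 lower naive factors and 0 higher lineage markers. The real grouping gave 4663 changed genes at day 1 and 6304 at day 1.5. Each other regrouping mixes both days within a group, so a difference between days adds to the spread and 0 calls are likely. The regroupings therefore do not decide whether the grouping was accidental. For the 5 regulators, 1 of 27 choices of the day 0 library gave as many regulators higher than both before and after, again the real one.

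The single SL day 0 library lay further along PC1 than the SL libraries of day 1, at 29.7% against 8.25% ± 1.78 (SD, n = 3). Dppa3 fell from 17.7 ± 6.95 CPM at day 0 in 2iL to 2.00 ± 0.565 at day 1 (log2 fold change -3.11, adjusted p = 0.00047 from edgeR), and was at 0.792 in SL at day 0.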
